# VE-Cadherin–Mediated Epigenetic Regulation of Endothelial Gene Expression

**DOI:** 10.1161/CIRCRESAHA.117.312392

**Published:** 2017-12-12

**Authors:** Marco F. Morini, Costanza Giampietro, Monica Corada, Federica Pisati, Elisa Lavarone, Sara I. Cunha, Lei L. Conze, Nicola O’Reilly, Dhira Joshi, Svend Kjaer, Roger George, Emma Nye, Anqi Ma, Jian Jin, Richard Mitter, Michela Lupia, Ugo Cavallaro, Diego Pasini, Dinis P. Calado, Elisabetta Dejana, Andrea Taddei

**Keywords:** blood vessels, cadherin, cell differentiation, endothelial cells, polycomb-group proteins

## Abstract

**Rationale:**

The mechanistic foundation of vascular maturation is still largely unknown. Several human pathologies are characterized by deregulated angiogenesis and unstable blood vessels. Solid tumors, for instance, get their nourishment from newly formed structurally abnormal vessels which present wide and irregular interendothelial junctions. Expression and clustering of the main endothelial-specific adherens junction protein, VEC (vascular endothelial cadherin), upregulate genes with key roles in endothelial differentiation and stability.

**Objective:**

We aim at understanding the molecular mechanisms through which VEC triggers the expression of a set of genes involved in endothelial differentiation and vascular stabilization.

**Methods and Results:**

We compared a VEC-null cell line with the same line reconstituted with *VEC* wild-type cDNA. VEC expression and clustering upregulated endothelial-specific genes with key roles in vascular stabilization including *claudin-5*, vascular endothelial-protein tyrosine phosphatase (*VE-PTP*), and von Willebrand factor (*vWf*). Mechanistically, VEC exerts this effect by inhibiting polycomb protein activity on the specific gene promoters. This is achieved by preventing nuclear translocation of FoxO1 (Forkhead box protein O1) and β-catenin, which contribute to PRC2 (polycomb repressive complex-2) binding to promoter regions of *claudin-5*, *VE-PTP*, and *vWf*. VEC/β-catenin complex also sequesters a core subunit of PRC2 (Ezh2 [enhancer of zeste homolog 2]) at the cell membrane, preventing its nuclear translocation. Inhibition of Ezh2/VEC association increases Ezh2 recruitment to *claudin-5*, *VE-PTP*, and *vWf* promoters, causing gene downregulation. RNA sequencing comparison of VEC-null and VEC-positive cells suggested a more general role of VEC in activating endothelial genes and triggering a vascular stability-related gene expression program. In pathological angiogenesis of human ovarian carcinomas, reduced VEC expression paralleled decreased levels of claudin-5 and VE-PTP.

**Conclusions:**

These data extend the knowledge of polycomb-mediated regulation of gene expression to endothelial cell differentiation and vessel maturation. The identified mechanism opens novel therapeutic opportunities to modulate endothelial gene expression and induce vascular normalization through pharmacological inhibition of the polycomb-mediated repression system.

## Abstract 2

Supplemental Digital Content is available in the text.

Several human pathological conditions are characterized by deregulated angiogenesis leading to the formation of unstable blood vessels.^1^ Abnormal angiogenesis is also a hallmark of cancer. Solid tumors get their nourishment from newly formed vessels, which, however, present several structural abnormalities such as wide and irregular interendothelial junctions.^2^

VEC (vascular endothelial cadherin), the main component of endothelial adherens junctions (AJs), plays a major role in the process of vessel maturation and stability. This molecule, specifically expressed by endothelial cells (ECs), mediates homophilic adhesion at cell–cell contacts regulating vascular permeability.^3^ VEC is indispensable for vascular maturation and inhibition of vascular regression.^3^ VEC clustering at AJs triggers intracellular signals inducing contact inhibition of cell growth, protection from apoptosis, cell polarity, and inhibition of migration.^4^

In previous work, we found that VEC expression and clustering at cell–cell contacts relieve the inhibitory effect of the FoxO1 (Forkhead box protein O1)/β-catenin complex on the expression of claudin-5, an endothelial-specific TJ (tight junction) protein,^5^ acting via the removal of a transcriptional repression mechanism.

The reversible nature of *claudin-5* gene repression suggested the involvement of PcG (polycomb group) proteins and epigenetic mechanisms in VEC-mediated regulation of *claudin-5* expression. Indeed, PcG proteins control the induction of reversible states of epigenetic silencing in most multicellular organisms, including humans, and regulate several developmental decisions by silencing genes involved in stem cell differentiation and specification of cellular identities.^6,7^ Their activity is exerted through 2 multiprotein complexes called PRC (polycomb repressive complex)1 and PRC2.^6^ PRC2 core subunits are Ezh (enhancer of zeste homolog)2, Suz (suppressor of zeste)12, Eed (embryonic ectoderm development), and Rbap (retinoblastoma-binding protein)48. Ezh2 is the catalytic subunit containing a SET [Su(var)3-9, enhancer of zeste and trithorax] domain, which harbors the active site for histone H3 trimethylation on lysine 27, although Suz12 and Eed association is needed for optimal enzymatic activity.^8^ According to the canonical model, H3K27me3 (histone H3 trimethylated on lysine 27) is a silencing histone mark promoting the recruitment of PRC1 selectively at genes that are targeted for repression. PRC1 includes Ring1B, which mediates monoubiquitylation of histone H2A on lysine 119^9^ blocking gene expression by multiple mechanisms such as chromatin compaction, inhibition of transcriptional initiation or elongation, recruitment of transcriptional inhibitors, and block of the binding of key activators.^6,10^

A fundamental step in PRC-mediated transcriptional repression is the ability of such complexes to be recruited specifically at target genes. In Drosophila, this is accomplished by polycomb response elements, clusters of DNA-binding sites for proteins that associate with PRC2 and PRC1.^11^ Mammalian polycomb response elements have not been identified yet, and many aspects of polycomb recruitment still remain obscure.

Here, we report that VEC-mediated inhibition of FoxO1/β-catenin nuclear accumulation triggers a transcriptional program of endothelial differentiation and maturation. PcG proteins exert an essential role in such program by targeting the promoters of key endothelial stability genes *claudin-5*, vascular endothelial-protein tyrosine phosphatase (*VE-PTP*), and von Willebrand factor (*vWf*), causing their repression. VEC can inhibit such mechanism in multiple ways, by preventing polycomb binding to gene promoters through restriction of the nuclear localization of the FoxO1/β-catenin complex and by sequestering a fraction of Ezh2 at the plasma membrane.

These observations are supported by in vivo data in newborn mice treated with Ezh2 inhibitor UNC1999. Furthermore, dismantling of VEC clusters during pathological angiogenesis in human ovarian carcinomas is accompanied by the downregulation of Claudin-5 and VE-PTP.

These data highlight a key role of PcG proteins in the regulation of EC gene expression and open novel therapeutic opportunities to induce vascular normalization through pharmacological inhibition of the polycomb-mediated repression system.

## Methods

Detailed Methods section is available in the Online Data Supplement.

The data that support the findings of this study are available from the corresponding author on reasonable request.

## Results

### VEC Clustering Triggers an Endothelial-Specific Transcription Program

To investigate whether VEC was able to upregulate other endothelial-specific genes besides *claudin-5*,^5^ we performed an RNA sequencing comparative analysis of a mouse *VEC*-null cell line (VEC-null) and the same line reconstituted with *VEC* wild-type cDNA (VEC-positive). 

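VEC-null cells are an endothelial line derived from mouse embryonic stem cells that carry no functional VEC gene, and VEC-positive cells were made from them by retroviral transfer of wild-type *VEC*. Total RNA was sequenced with a stranded kit in 3 libraries of each cell type, which the legend of Figure 1 calls biological replicates. The paper describes a line and the same line reconstituted with *VEC*, so the p-values given here measure spread between libraries. They do not separate an effect of VEC from other differences between the lines. VEC is encoded by *Cdh5* (ENSMUSG00000031871, chromosome 8 of mm10 from 104101625 to 104144511), and *Cdh5* ran against the labels of the libraries. Its normalized counts were 1334, 1439 and 1689 in the 3 libraries labelled VEC-null and 794.3, 739.4 and 749.7 in the 3 labelled VEC-positive. The log2 fold change of VEC-positive over VEC-null was -0.96 (standard error 0.098, adjusted p = 0.000182 from limma). A count per gene does not show which exons the reads come from, and the structure of the null allele and of the transferred cDNA is not given in the sources used here. Of the paper's other measures of the same lines, the blots of Figure 5A show VEC protein in the VEC-positive extract, and quantitative PCR gives *Ptprb*, *Vwf*, *Tiam1*, *Lmo2*, *Stat6* and *Elk3* as induced by VEC and *Hey1* as repressed. All 7 of these genes and *Cldn5* ran in the paper's direction by label, opposite to what an exchange of all labels would give, but measures of the lines do not settle which cells a library came from. All directions are therefore given by label.
The processing notes of the data name Trim Galore, TopHat2 2.1.1, DESeq2 and the mm10 build, while the program that counted reads and the annotation are not given in the sources used here. The deposited values are gene counts divided by 1 size factor per library. Whole reads were recovered from them, for every value within 0.01 of a read, and they summed to 6036155, 11670273 and 10587041 in VEC-null 1, 2 and 3 and to 9598590, 12233975 and 14136376 in VEC-positive 1, 2 and 3. Of 24080 genes, the 14032 with a normalized count of at least 10 in at least 3 libraries were tested. A pseudocount of 1 was added, and log2 values were compared with limma with a mean-variance trend, with p-values adjusted by the Benjamini-Hochberg method and a threshold of 0.05. Transcripts of the mitochondrial genome took 9.62%, 11.59% and 14.9% of the reads in VEC-null 1, 2 and 3 and 17.97%, 24.18% and 22.5% in VEC-positive 1, 2 and 3. VEC-null 3 stood apart from VEC-null 1 and 2, with a chi-square per gene of 51.2 and 50.9 against them, where VEC-null 1 and 2 gave 6.69 against each other and the VEC-positive libraries 12 to 18.6. Intervals and floors given for reads cover counting error only. Coordinates are from the GENCODE M21 annotation of the same build.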

Several genes were upregulated by VEC expression and clustering (Figure 1A). 

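Between the libraries labelled VEC-null and VEC-positive, 2927 genes were higher and 2304 lower in VEC-positive, which is 37.3% of the genes tested, and 966 were at least 2-fold higher and 981 at least 2-fold lower. Among the 10 largest rises of genes with a mean of at least 100 over the 6 libraries were those of *Nkx2-3*, a homeobox transcription factor, *Fkbp10*, a chaperone of collagen, *Gatm*, an enzyme of creatine synthesis, and *Gucy1b1*, a subunit of soluble guanylate cyclase. *Nkx2-3* rose from 1.07 ± 0.40 (SD, n = 3) to 895.8 ± 12.1 (SD, n = 3) normalized counts, a ratio of 910 with a 95% counting interval of 311 to 4415. *Fkbp10* and *Gatm* had 0 reads in the 3 VEC-null libraries and were at least 283-fold and at least 218-fold higher in VEC-positive, taking a floor of 3 reads over the group, while *Gucy1b1* had 1 read in VEC-null and 1142 in VEC-positive, a ratio of 1116 (95% counting interval 200 to 44108). Among the 10 largest falls by the same limit, below which other genes fell further than some of them, were those of *Mest*, an imprinted gene, *Gja1*, which encodes the gap junction protein connexin 43, *Sox11*, a transcription factor, and *Tgm2*, a transglutaminase that crosslinks matrix proteins. *Mest* had 0 reads in VEC-positive and was at least 1535-fold lower there than in VEC-null, with 1483 ± 119 (SD, n = 3). *Gja1* had 2520 reads in VEC-null and 2 in VEC-positive, a ratio of 1290 (95% counting interval 357 to 10655). *Tgm2* fell from 1482 ± 86.5 (SD, n = 3) to 20.3 ± 4.34 (SD, n = 3), a log2 fold change of -6.14 (standard error 0.17, adjusted p = 5.34e-07).
Groups did not overlap for 7016 tested genes, or 50%, where chance gives 10%. Without VEC-null 3, 1640 genes were at least 2-fold lower. Scaling the libraries to equal totals, which moved the median log2 fold change of all genes from -0.012 to -0.32, gave 1566 genes higher and 4960 lower. With that scaling 654 genes were at least 2-fold higher and 1737 at least 2-fold lower. The totals include mitochondrial rRNA, which took 8.76% to 13.48% of the reads in VEC-null libraries and 16.02% to 21.64% in VEC-positive ones. These reads therefore contribute to the shift, and by how much was not tested.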

Taking advantage of previously published data on endothelial gene expression,^12^ we selected a list of endothelial genes whose expression was induced or repressed by VEC (Figure 1B; Online Tables I and II). 

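Endothelial genes were on balance higher in the libraries labelled VEC-positive. Of 34 tested members of a list of endothelial identity genes, 22 were higher, 4 lower and 8 did not pass the test (24 higher and 6 lower when adjusted over the list alone). *Cldn5*, the tight junction protein of endothelium, rose from 6.38 ± 2.49 (SD, n = 3) to 459 ± 46.7 (SD, n = 3) normalized counts, a log2 fold change of 6.01 (standard error 0.26, adjusted p = 2.14e-06), or 77.7-fold in reads with a 95% counting interval of 49 to 132. *Tmem204* and *Tek*, the receptor of angiopoietins, had log2 fold changes of 1.79 (adjusted p = 0.000113) and 0.62 (adjusted p = 0.00043). The 4 members that fell, singled out after their values were seen, were *Flt4*, the receptor of VEGF-C, with a log2 fold change of -0.48, the transcription factor *Ets1* with -0.30 (adjusted p = 0.0501 without VEC-positive 1), *Robo4* with -0.55 and *Ecscr* with -0.54. *Nos3*, the endothelial nitric oxide synthase, had 2246 ± 99.8 (SD, n = 3) in VEC-null and 2349 ± 155 (SD, n = 3) in VEC-positive and did not pass (adjusted p = 0.554). The list as a whole was higher against all other genes (adjusted p = 3.05e-05 from camera, limma's set test, with a preset correlation of 0.01). The call was lost with an estimated correlation (adjusted p = 0.225), although the estimate was 0.022, close to the preset value. With 6 libraries that version has little power. With libraries scaled to equal totals, 16 members were higher and 9 lower.
Of 130 genes that Figure 1B prints as upregulated, 129 were tested and all 129 were at least 2-fold higher, with log2 fold changes from 1.01 to 6.39, while *Map3k6* was below the filter. Of 44 printed as downregulated, 42 were tested and 41 were at least 2-fold lower. *Igtp* did not pass by adjusted p (0.0572) but met the figure's printed thresholds by unadjusted p (0.0221, log2 fold change -1.50), and *Adm* and *Bche* were below the filter. *Igtp* missed those thresholds without VEC-null 1 (unadjusted p = 0.0782 from limma) or VEC-positive 2 (0.0685). The study chose both groups of genes on these libraries, so the counts are not independent evidence of their direction.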

Further validation of RNA sequencing data was performed by quantitative real-time polymerase chain reaction of *VE-PTP*,^13^ *vWf*,^14^ T-cell lymphoma invasion and metastasis-1 (*Tiam1*),^15^ LIM domain only-2 (*Lmo2*),^16^ signal transducer and activator of transcription-6 (*Stat6*)^17^ and *Elk3* (ETS domain containing protein)^18,19^ among VEC-induced genes, hes-related family bHLH transcription factor with YRPW motif-1 (*Hey1*)^20^ and adrenomedullin (*Adm*)^21^ among VEC-repressed genes, and platelet/endothelial cell adhesion molecule-1 (*Pecam1*)^22^ and SRY (sex determining region Y)-box-18 (*Sox18*)^19^ as genes not influenced by VEC expression (Online Figures IA and IIA through IIC). 

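In the sequenced libraries, the 6 genes named as VEC-induced were higher in those labelled VEC-positive and *Hey1* was lower. *Tiam1*, an activator of the GTPase Rac1, had a log2 fold change of 2.20 (standard error 0.073, adjusted p = 7.51e-07), *Stat6* one of 1.55 (standard error 0.11, adjusted p = 3.64e-05), *Lmo2* one of 1.52 (standard error 0.090, adjusted p = 1.21e-05) and *Elk3* one of 1.09 (standard error 0.065, adjusted p = 1.21e-05). *Hey1*, a target of Notch, fell from 74.2 ± 8.34 (SD, n = 3) to 14.9 ± 5.74 (SD, n = 3) normalized counts, with a log2 fold change of -2.29 (standard error 0.29, adjusted p = 0.000575). *Adm*, the gene of a vasodilator peptide, was below the filter and was not tested, with normalized counts of 15.3, 3.94 and 19.5 in VEC-null 1, 2 and 3 and of 2.33, 0 and 0 in VEC-positive 1, 2 and 3. *Pecam1*, which encodes an adhesion molecule of endothelial junctions, was at 12130 ± 646 (SD, n = 3) in VEC-null and 15391 ± 518 (SD, n = 3) in VEC-positive, a log2 fold change of 0.34 (standard error 0.085, adjusted p = 0.0143). *Sox18* had a log2 fold change of 0.22 (standard error 0.068, adjusted p = 0.0361). Both changes are under the 2-fold threshold of Figure 1, and the call of *Sox18* is weak. *Pecam1* passed under DESeq2 (adjusted p = 0.000154) but did not pass in 3 of 22 alternatives. These were libraries scaled to equal totals (log2 fold change 0.03) and the fits without VEC-positive 1 (adjusted p = 0.066) or 3 (0.0619). *Sox18* did not pass in 14 of 22 alternatives, among them DESeq2 (adjusted p = 0.0913), the replicate number as a block (0.0943) and each fit without 1 library except the one without VEC-null 3 (0.0793 to 0.126), and was at -0.09 with equal totals.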

Similar transcriptional changes were induced by VEC clustering when comparing human dermal microvascular ECs (HMEC-1) in sparse and confluent conditions (Online Figure IID through IIG). Interestingly, VEC also seemed to coordinate the expression of several genes promoting vascular stability, according DAVID Functional Annotation Clustering tool.^23^ For instance, we observed a general downregulation of genes involved in cell proliferation and sprouting angiogenesis, while extracellular matrix interaction and cell–cell adhesion were promoted (Figure 1C).

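Genes of cell division were lower in the libraries labelled VEC-positive. Of 38 genes of mitosis, all were tested and all 38 were lower (38 also when adjusted over the list alone), among them *Ccnb1*, a cyclin of mitotic entry, which fell from 559 ± 108 (SD, n = 3) to 148 ± 15.6 (SD, n = 3) normalized counts, and *Cenpf*, a protein of the kinetochore, which fell by 1.88 on the log2 scale (standard error 0.12, adjusted p = 1.86e-05). The list was lower with adjusted p = 6.49e-21 from camera, and with adjusted p = 0.301 with an estimated correlation. *Ccnb1*, *Ccnb2*, *Cdk1*, *Foxm1* and other members are also printed in Figure 1C, whose genes the study chose on these libraries. Of 36 genes of DNA replication and the G1/S transition, 23 were lower, 4 higher and 9 did not pass (25 lower and 4 higher when adjusted over the list alone), with adjusted p = 3.05e-05 from camera and adjusted p = 0.534 with an estimated correlation. *Mcm6*, a subunit of the replicative helicase, fell from 818 ± 93.9 (SD, n = 3) to 306 ± 28.3 (SD, n = 3) normalized counts and *Pola1*, the catalytic subunit of DNA polymerase alpha, from 957 ± 103 (SD, n = 3) to 336.5 ± 7.49 (SD, n = 3). The 4 that rose were cyclins and a kinase that drive G1 progression, *Ccnd2* with a log2 fold change of 1.75, *Ccnd1* with 1.36, *Cdk6* with 1.03 and *Ccnd3* with 0.66; *Cdk6* and *Ccnd3* were singled out after their values were seen.
Genes of sprouting and tip cells went both ways. Of 22 tested, 7 were higher, 9 lower and 6 did not pass (7 higher and 9 lower when adjusted over the list alone), and the list did not pass (adjusted p = 0.33 from camera, and adjusted p = 0.644 with an estimated correlation). *Robo1*, a guidance receptor, fell from 1105 ± 129 (SD, n = 3) to 49.9 ± 9.84 (SD, n = 3) normalized counts, and *Igfbp3* and *Loxl2* had log2 fold changes of -2.53 and -3.01. *Ackr3*, a chemokine receptor, rose from 17.8 ± 6.13 (SD, n = 3) to 226 ± 10.1 (SD, n = 3), and *Vegfa*, the main endothelial growth factor, had a log2 fold change of 1.06. With reads recovered and tested by edgeR or DESeq2, the sprouting list was lower (adjusted p = 0.0462 and 0.00766). Of 17 genes that Figure 1C prints as downregulated, all 17 were lower, with log2 fold changes from -4.46 to -1.06, but the study chose them on these libraries. The libraries labelled VEC-positive, where the genes of division were lower, also held the larger share of mitochondrial reads.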

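Genes of the interstitial matrix were higher in the libraries labelled VEC-positive. Of 22 tested, 15 were higher, 3 lower and 4 did not pass (17 higher and 3 lower when adjusted over the list alone), with adjusted p = 1.29e-06 from camera and adjusted p = 0.182 with an estimated correlation. *Col5a2* and *Col3a1*, fibrillar collagens, had 1 read each in the 3 VEC-null libraries and 4232 and 2291 reads in VEC-positive, ratios of 4135 (95% counting interval 742 to 163351) and 2238 (401 to 88448). *Bgn*, a proteoglycan that binds collagen, rose from 16.6 ± 4.93 (SD, n = 3) to 2226 ± 70.4 (SD, n = 3) normalized counts. The 3 that fell, singled out after their values were seen, were *Fbln1* with a log2 fold change of -3.44, *Vcan* with -2.41 and *Fbln2* with -0.66, which did not pass without VEC-positive 1 (adjusted p = 0.0523) or 2 (0.056). Of 7 tested markers of mural cells and fibroblasts, *Pdgfrb* and *Notch3* were higher and *Abcc9*, named after its value was seen, lower, while *Col1a2* was at 80.2 ± 58.2 (SD, n = 3) in VEC-null and 72.8 ± 22.5 (SD, n = 3) in VEC-positive and did not pass (log2 fold change 0.27, which differs in sign from the means, adjusted p = 0.792).
Genes of the basement membrane went both ways, with 9 of 18 tested higher, 4 lower and 5 that did not pass (10 higher and 4 lower when adjusted over the list alone). *Nid2* had a log2 fold change of 2.26 (adjusted p = 7.51e-07), while *Lamb1* had one of -1.39 and *Fn1* one of -0.67. *Nid1*, named after its value was seen, was also lower, and *Col4a5* had 370 ± 18.6 (SD, n = 3) normalized counts in VEC-null and 0 reads in VEC-positive, at least 386-fold lower. This list did not pass (adjusted p = 0.111 from camera, and adjusted p = 0.644 with an estimated correlation), though it was higher under DESeq2 (adjusted p = 0.0212) and with no filter (adjusted p = 0.0296), and lower under fry (adjusted p = 0.0102). Of 28 tested genes of integrins and focal adhesion, 17 were higher, 1 lower and 10 did not pass (17 higher and 1 lower when adjusted over the list alone), with adjusted p = 7.26e-05 from camera and adjusted p = 0.534 with an estimated correlation. *Itga8* rose from 57.4 ± 5.02 (SD, n = 3) to 831 ± 13.2 (SD, n = 3), *Itgb4* had a log2 fold change of 1.84, and *Itga2*, the 1 that fell, went from 325 ± 35.1 (SD, n = 3) to 19.4 ± 3.87 (SD, n = 3). *Itgb1*, the common beta subunit, had 16412 ± 1815 (SD, n = 3) and 16837 ± 291 (SD, n = 3) and did not pass.
Of 36 tested genes of cell-cell junctions, 19 were higher, 6 lower and 11 did not pass (20 higher and 6 lower when adjusted over the list alone), with adjusted p = 0.0142 from camera and adjusted p = 0.534 with an estimated correlation. *Jam3*, a junctional adhesion molecule, had a log2 fold change of 2.15 (adjusted p = 1.97e-06) and *Nectin1* one of 2.11 (adjusted p = 1.60e-05). The largest change of this list was the fall of *Gja1*, with 2520 reads in VEC-null and 2 in VEC-positive. *Gja4* and *Gja5*, singled out after their values were seen, had log2 fold changes of -2.38 and -3.02. *Cdh2*, which encodes N-cadherin, fell from 831 ± 186 (SD, n = 3) to 288 ± 23.6 (SD, n = 3) normalized counts (adjusted p = 0.000181). *Ctnnb1*, the gene of β-catenin, did not pass (adjusted p = 0.519), though it was higher without VEC-null 3 (log2 fold change 0.21, adjusted p = 0.0308). With libraries scaled to equal totals, 12 junction genes were higher and 10 lower, and 12 integrin and focal adhesion genes were higher and 6 lower. Of 22 genes that Figure 1C prints as upregulated, 21 were tested and all 21 were higher, and *Dmp1* was below the filter; the study chose them on these libraries. From the functional annotation of such genes, the paper proposes that VEC coordinates genes that promote vascular stability.

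**Figure D1:**
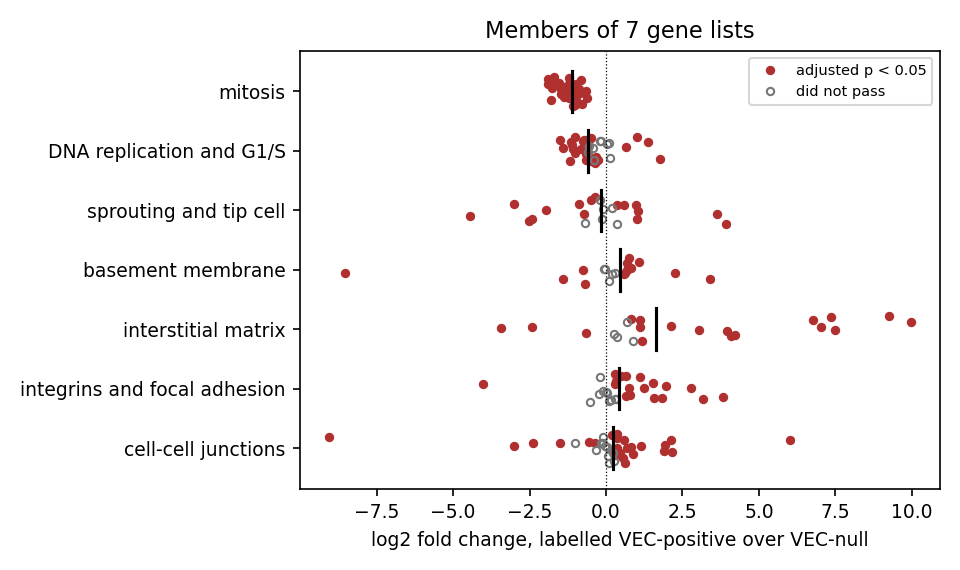
Log2 fold change of labelled VEC-positive over labelled VEC-null (horizontal axis) of each tested member of 7 gene lists; filled points passed an adjusted p of 0.05, open points did not, and the bar is the median of the list. All 38 genes of mitosis lie below 0; fitted values of genes with 0 to 3 reads in a group depend on the pseudocount.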

**Figure 1.**
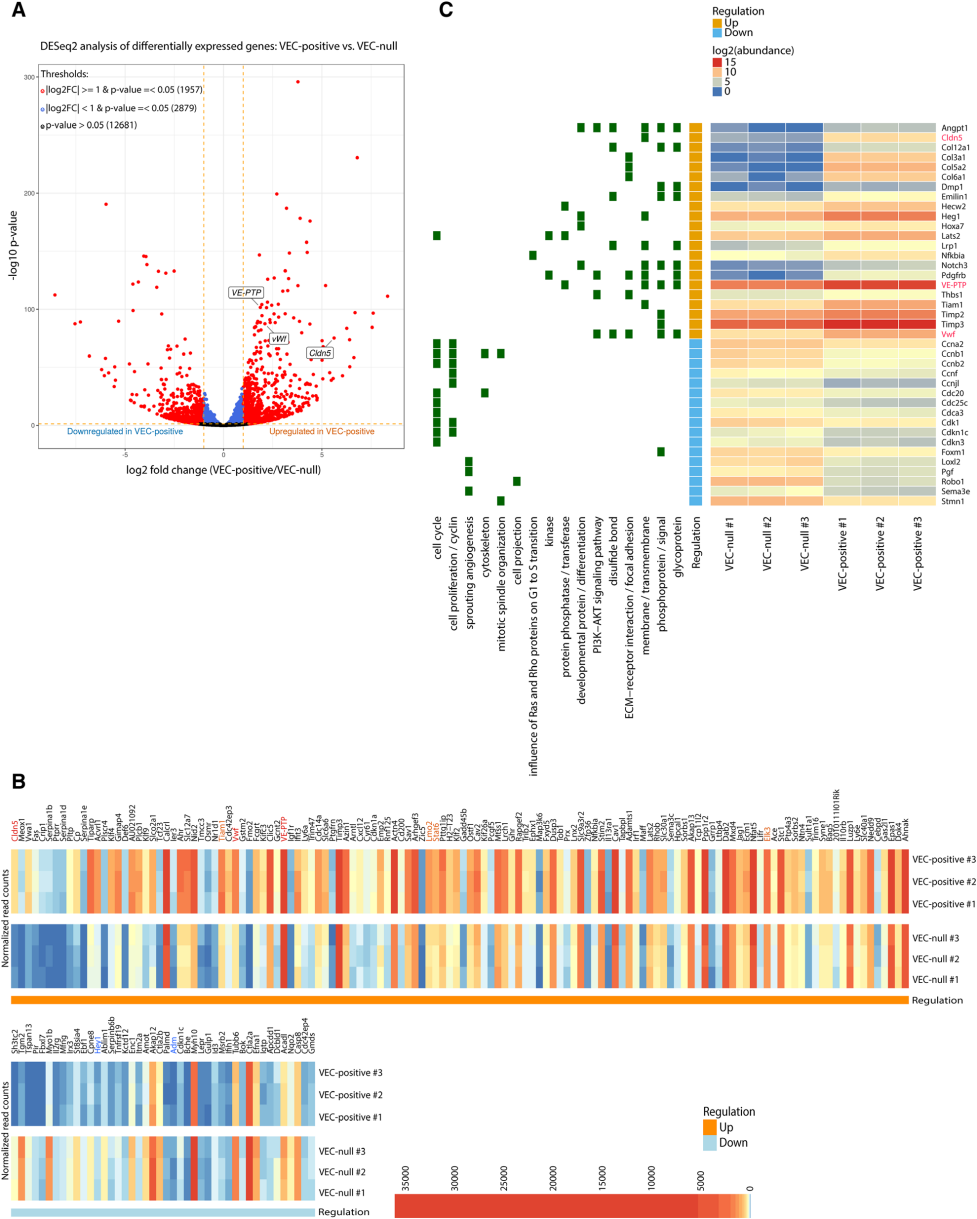
**Transcriptome profile determined by VEC (vascular endothelial cadherin) expression and clustering.** **A**, Volcano plot showing the magnitude of differential expression between VEC-positive and VEC-null endothelial cells (ECs). Each dot represents 1 gene with detectable expression in both cell types. The horizontal dashed line (orange) together with the vertical lines (orange) mark thresholds used (*P* value ≤0.05 and |log2FC| ≥1) to define a gene as differentially regulated in VEC-positive (red). Genes that only passed threshold *P* value ≤0.05 are depicted in blue. Dots representing *claudin*-5, vascular endothelial-protein tyrosine phosphatase (*VE-PTP*), and von Willebrand factor (*vWF*) are labeled in the figure. **B**, Heat-map showing the expression pattern of significantly differentially expressed endothelial genes (*P* value ≤0.05 and |log2FC| ≥1) within and between biological replicates. Endothelial genes upregulated (red/orange) or downregulated (blue) in VEC-positive cells which were further investigated in this study are highlighted in the figure. Genes are displayed in decreasing |log2FC| order (left to right). **C**, Heat-map showing normalized abundance of significantly changing genes across all samples. Genes belonging to selected functionally enriched terms are highlighted in green on the left of the plot. *Claudin-5*, *VE-PTP*, and *vWf* genes are highlighted in red. In (**B**) and (**C**), VEC-positive numbers 1/2/3 represent biological replicates in VEC-positive cells, whereas VEC-null numbers 1/2/3 represent biological replicates in VEC-null cells.

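*Ptprb*, which encodes VE-PTP, a receptor tyrosine phosphatase of endothelium, and *Vwf*, which encodes von Willebrand factor, a protein of endothelial cells that binds platelets, were both higher in the libraries labelled VEC-positive. *Ptprb* lies on chromosome 10 of mm10 from 116275523 to 116389535 and was at 5846 ± 398 (SD, n = 3) normalized counts in VEC-null and 21562 ± 870 (SD, n = 3) in VEC-positive, a log2 fold change of 1.88 (standard error 0.087, adjusted p = 3.08e-06 from limma). *Vwf* lies on chromosome 6 from 125546774 to 125686679 and was at 401 ± 13.5 (SD, n = 3) in VEC-null and 1746 ± 80.3 (SD, n = 3) in VEC-positive, a log2 fold change of 2.12 (standard error 0.074, adjusted p = 8.82e-07). For both genes the 3 VEC-positive libraries lay above the 3 VEC-null libraries. An exact permutation test of 3 against 3 libraries cannot give a p under 0.1.

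**Figure D2:**
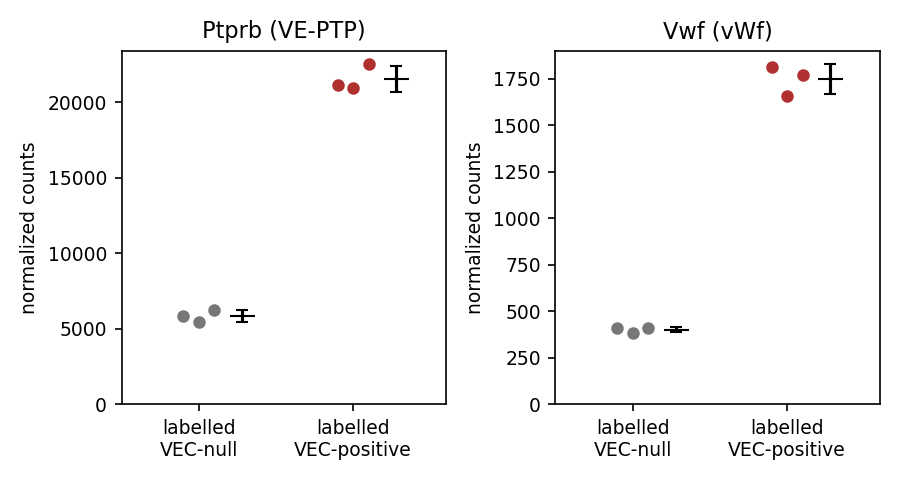
Normalized counts of *Ptprb* and *Vwf* (vertical axes) in each library labelled VEC-null and VEC-positive (points), with the mean and SD of 3 libraries beside them. The VEC-positive means are 21562 for *Ptprb* and 1746 for *Vwf*, against 5846 and 401 in VEC-null.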

Within VEC-upregulated endothelial genes, we selected the tyrosine phosphatase *VE-PTP*^13^ and the extracellular matrix protein *vWf*^14^ for further studies. These 2 genes were selected by virtue of their endothelial specificity and their described role in the induction of vascular stability.^13,14^ As reported for *claudin-5*,^5^ both genes were strongly upregulated by VEC expression and clustering (Online Figure IA). A mutant version of VEC composed of the cadherin cytoplasmic tail fused to the transmembrane and extracellular domains of IL-2 (interleukin-2) receptor α-chain (IL2-VEC),^5^ which is unable to cluster at cell–cell contacts, did not upregulate these genes, confirming the need of VEC clustering for this effect (Online Figure III). As for *claudin-5*,^5^ FoxO1 and β-catenin activity inhibited *VE-PTP* and *vWf* expression. Infection of confluent VEC-positive cells with an adenovirus encoding a constitutively active form of FoxO1 (FKHR-TM [Forkhead transcription factor triple mutant])^24^ significantly downregulated both *VE-PTP* and *vWf* expression (Online Figure IB). Similarly, increasing endogenous FoxO1 activity by LY294002-mediated inhibition of PI3K (phosphatidylinositol 3 kinase) reduced FoxO1-Ser256 (serine 256) phosphorylation level (Online Figure IC, upper) and downregulated both genes under study (Online Figure IC). β-Catenin associates with FoxO1 and stabilizes its binding to *claudin-5* promoter.^5^ The expression of a stabilized version of β-catenin (ΔN-β-catenin)^5^ led to a marked downregulation of both *VE-PTP* and *vWf* genes (Online Figure ID), suggesting a regulatory mechanism similar to that of *claudin-5*. A promoter analysis spanning from 6000 bp upstream to 500 bp downstream of the transcription start site (TSS) of *VE-PTP* and *vWf* genes identified a series of paired Tcf (T-cell factor)/β-catenin/FoxO1-binding sites localized in 3 different regions on both promoters (Online Figure IE). Quantitative chromatin immunoprecipitation showed that FoxO1 binds all 3 regions in both promoters (Online Figure IF). Binding occurred only in confluent VEC-null and not in confluent VEC-positive cells, correlating with gene repression. Furthermore, β-catenin also bound all identified regions with different affinity (Online Figure IG), consistently with what previously reported.^5^ Thus, VEC upregulates the endothelial-specific genes *vWf* and *VE-PTP* through a mechanism similar to *claudin-5* upregulation.

### *Claudin-5*, *VE-PTP*, and *vWf* Are Polycomb Target Genes

We then aimed at clarifying how the FoxO1/β-catenin complex might act on *claudin-5*, *VE-PTP*, and *vWf* genes to induce their repression. Given the endothelial specificity of the identified genes, we hypothesized the possible involvement of PcG proteins, a group of transcriptional regulators involved in cell specification, which mediate reversible inhibition of transcription.^6^ We performed quantitative chromatin immunoprecipitation for PcG proteins on the TSS of *claudin-5*, *VE-PTP*, and *vWf* genes. Gene TSSs displayed higher enrichment in the components of both PRC2 (Ezh2 and Suz12) and PRC1 (Bmi1; B lymphoma Mo-MLV insertion region 1) in confluent VEC-null compared with VEC-positive cells (Figure 2A, top and lower left). The mark of Ezh2 enzymatic activity, H3K27me3, also showed a similar enrichment pattern (Figure 2A, lower right), and quantitative chromatin immunoprecipitation for total histone H3 showed comparable enrichments at the analyzed regions in VEC-null and VEC-positive cells (Online Figure IV), ruling out the possibility that the higher H3K27me3 signal in VEC-null cells could be because of widespread higher histone density. PcG-mediated repression is counteracted by the activity of TrxG (trithorax group) proteins.^6^ As expected, *claudin-5*, *VE-PTP*, and *vWf* TSSs showed a higher enrichment in H3K4me3, marker of TrxG activity and gene activation, in confluent VEC-positive cells than in VEC-null cells (Figure 2B, upper). RNA polymerase II phosphorylated on Ser5, a modification needed for the enzyme to escape the promoter and transcribe the gene, was also increased at the TSSs of genes in confluent VEC-positive cells (Figure 2B, lower).

**Figure 2.**
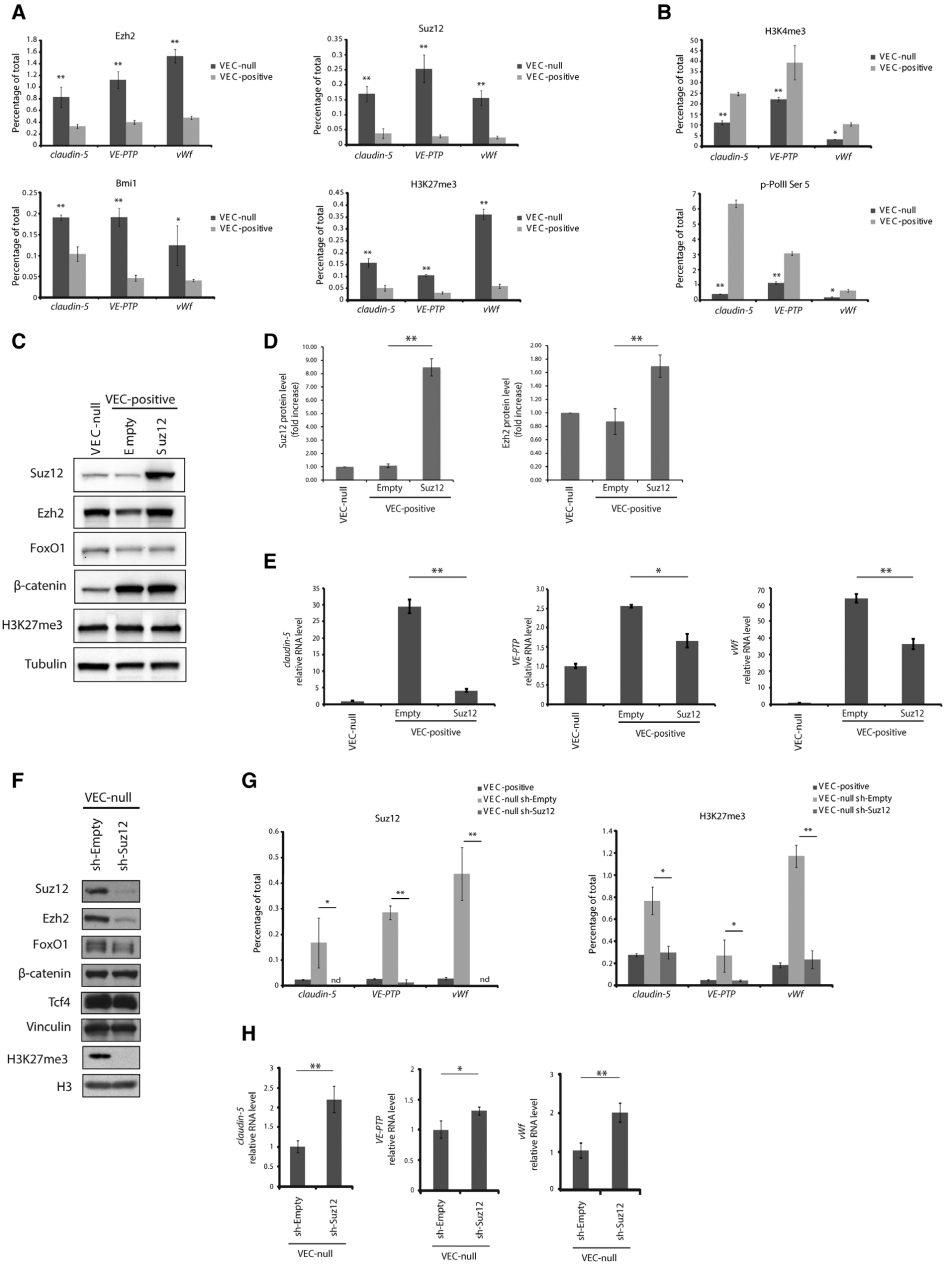
***Claudin-5*, vascular endothelial-protein tyrosine phosphatase (*VE-PTP*), and von Willebrand factor (*vWf*) are polycomb targets.** **A**, Quantitative real-time polymerase chain reaction (qRT-PCR) for the transcription start site (TSS) of *claudin-5*, *VE-PTP*, and *vWf* performed on endogenous Ezh (enhancer of zeste homolog)2-, Suz (suppressor of zeste)12-, Bmi1 (B lymphoma Mo-MLV insertion region 1)-, and H3K27me3 (histone H3 trimethylated on lysine 27)-bound chromatin immunoprecipitated from confluent VEC (vascular endothelial cadherin)-null and VEC-positive endothelial cells (ECs). **B**, qRT-PCR for the TSS of *claudin-5*, *VE-PTP*, and *vWf* performed on endogenous H3K4me3-bound and RNA polymerase II (p-PolII) Ser5–bound chromatin immunoprecipitated from confluent VEC-null and VEC-positive ECs. **C**, Western blot (WB) analysis of indicated proteins in extracts of confluent VEC-null and VEC-positive ECs upon Suz12 overexpression. **D**, Quantification of WB in (**C**). Suz12 and Ezh2 levels were normalized to tubulin. Columns are means±SEM of 3 independent experiments. **E**, qRT-PCR analysis of *claudin-5*, *VE-PTP*, and *vWf* expression in confluent VEC-null and VEC-positive ECs upon Suz12 overexpression. **F**, WB analysis of indicated proteins in extracts of confluent VEC-null ECs upon Suz12 knockdown (sh-Suz12). **G**, qRT-PCR for the TSS of *claudin-5*, *VE-PTP*, and *vWf* performed on endogenous Suz12- and H3K27me3-bound chromatin immunoprecipitated from confluent VEC-positive, VEC-null-sh-Empty, and VEC-null-sh-Suz12 ECs. **H**, qRT-PCR analysis of *claudin-5*, *VE-PTP*, and *vWf* expression in confluent VEC-null-sh-Empty and VEC-null-sh-Suz12 ECs. **A**, **B**, **G**, Levels of DNA are normalized to input, columns are means±SD of triplicates from a representative experiment. **C**, **F**, Tubulin and vinculin are the loading controls. **E**, **H**, Levels of mRNA are normalized to 18S; columns are means±SEM of triplicates from a representative experiment. In (**A**) and (**B**), *P<0.05; **P<0.01, *t* test VEC-null vs VEC-positive. In (**G**), *P<0.05; **P<0.01, *t* test VEC-null Sh-Empty vs VEC-null Sh-Suz12. In (**D**), (**E**), and (**H**), *P<0.05; **P<0.01, *t* test. nd indicates not detectable.

When we overexpressed the PRC2 member Suz12 in confluent VEC-positive cells using lentiviral-mediated gene delivery (Figure 2C), *claudin-5*, *VE-PTP*, and *vWf* expression was reduced (Figure 2E). PRC2 proteins are known to promote each other’s stability by physical interaction.^8^ Suz12 overexpression led to an almost 2-fold increase in Ezh2 protein level (Figure 2D). The promoter region of *claudin*-5 (3169 bp upstream of the coding sequence; Online Figure VA), comprising all 3 regions of paired Tcf/β-catenin/FoxO1-binding sites^5^ was cloned upstream of the firefly luciferase gene. As expected, transfection of this reporter in confluent VEC-null and VEC-positive cells showed higher luciferase activity in the presence of VEC expression and clustering (Online Figure VB). Suz12 overexpression in VEC-positive ECs significantly decreased luciferase expression (Online Figure VC). *Lmo2* and *Stat6* were also downregulated by Suz12 overexpression (Online Figure VIA), suggesting that the identified mechanism might regulate a wider set of endothelial genes. *Hey1* expression was induced by Suz12 (Online Figure VIB), likely as a result of polycomb-mediated downregulation of a *Hey1* gene repressor, while *Pecam1* and *Sox18* levels were not altered (Online Figure VIC). Conversely, Suz12 knockdown led to a marked decrease in Ezh2 and to the abrogation of detectable H3K27me3 levels (Figure 2F). FoxO1 protein levels were ≈30% lower on Suz12 knockdown (Figure 2F), although FoxO1 mRNA expression was unchanged (Online Figure VII). Suz12 knockdown abolished Suz12 and H3K27me3 signal at the TSSs of *claudin-5*, *VE-PTP*, and *vWf* genes (Figure 2G) causing a partial reactivation of their expression (Figure 2H). The incomplete rescue of expression might be because of the lack of specific gene activators missing in a VEC-null context or to PRC1 activity keeping genes partially repressed in the absence of PRC2.^25^ Furthermore, Suz12 knockdown induced an increase in *claudin-5* promoter activity as assessed by luciferase reporter assay (Online Figure VD).

### FoxO1/β-Catenin Enhance PcG Protein Binding to *Claudin-5, VE-PTP*, and *vWf* Promoters

We then hypothesized that the FoxO1/β-catenin complex could positively modulate polycomb interaction with the promoters of the identified genes. By coimmunoprecipitation, we found that constitutively active FKHR-TM or endogenous FoxO1 interact with Ezh2 (Figure 3A). Another member of PRC2, Suz12, also coimmunoprecipitated with FKHR-TM (Figure 3B). FKHR-TM overexpression in VEC-positive confluent cells increased PcG protein binding to the TSS of *claudin-5*, *VE-PTP*, and *vWf* genes, as shown by Ezh2 quantitative chromatin immunoprecipitation (Figure 3C, left). Consequently, H3K27me3 repressive histone mark was increased (Figure 3C, right). This is consistent with gene downregulation observed on FKHR-TM overexpression (Online Figure IB). No increase in Ezh2 protein levels was induced by FKHR-TM (Figure 3C inset), proving that the augmented Ezh2 enrichment was independent of protein upregulation. Conversely, FoxO1 knockdown strongly reduced Ezh2 recruitment at target sites in VEC-null cells to levels comparable to those detected in VEC-positive cells, or even lower (Figure 3D), in the absence of any Ezh2 downregulation (Figure 3D inset). Interestingly, this effect was dose dependent. SiRNA 2 was less efficient than siRNA 1 in knocking down FoxO1 (see FoxO1 long exp, Figure 3D inset), and this resulted in a weaker reduction of Ezh2 binding to gene TSSs.

**Figure 3.**
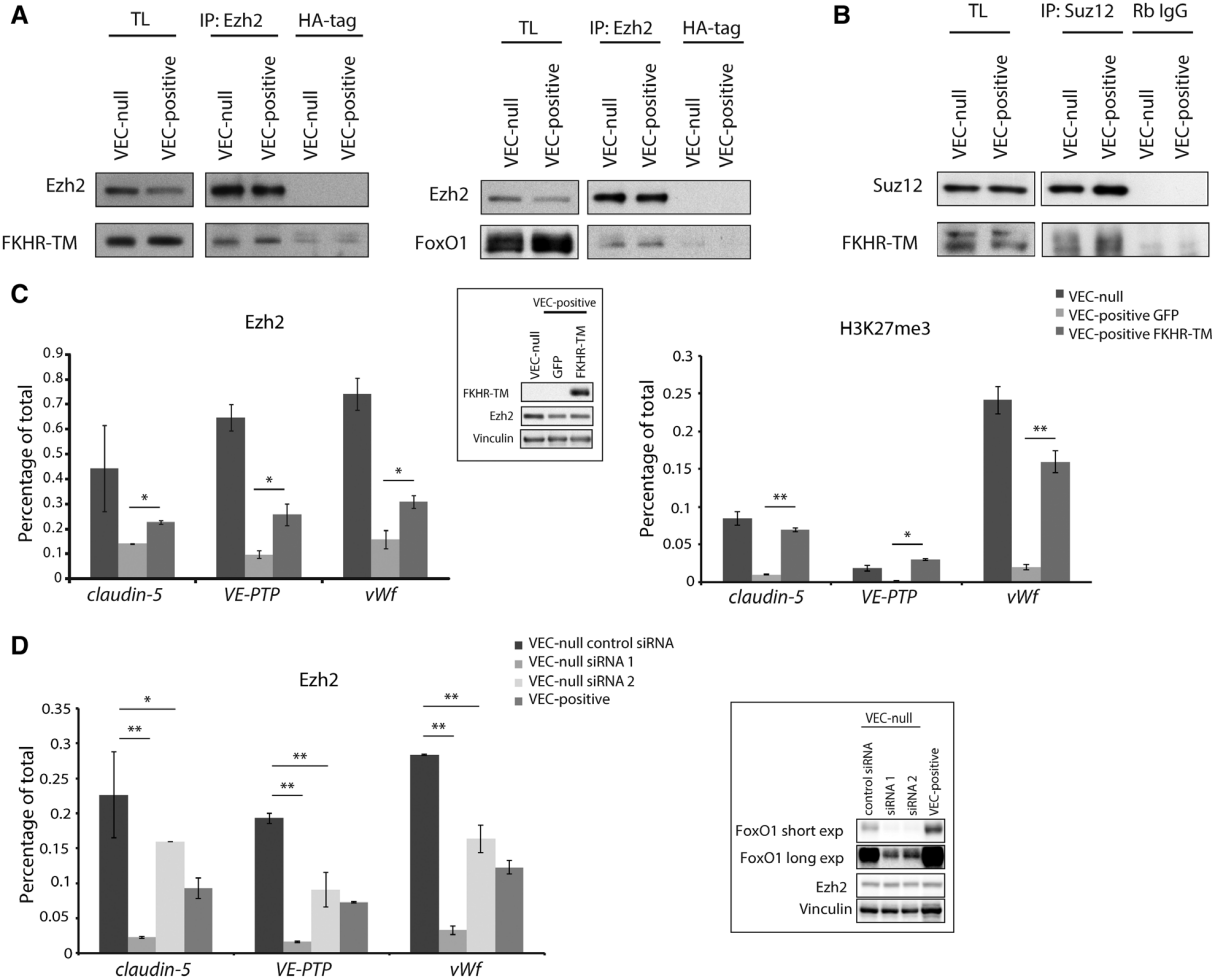
**FoxO1 (Forkhead box protein O1) enhances PcG (polycomb group) protein association to *claudin-5*, vascular endothelial-protein tyrosine phosphatase (*VE-PTP*), and von Willebrand factor (*vWf*) promoters.** **A**, **B**, Coimmunoprecipitation and Western blot (WB) of endogenous Ezh (enhancer of zeste homolog)2 or Suz (suppressor of zeste)12 and endogenous FoxO1 or FKHR-TM (Forkhead transcription factor triple mutant) from extracts of confluent VEC (vascular endothelial cadherin)-null and VEC-positive endothelial cells (ECs) or the same cells types expressing FKHR-TM (myc-tagged). **C**, Quantitative real-time polymerase chain reaction (qRT-PCR) for the transcription start site (TSS) of *claudin-5*, *VE-PTP*, and *vWf* performed on endogenous Ezh2- and H3K27me3 (histone H3 trimethylated on lysine 27)-bound chromatin immunoprecipitated from confluent VEC-null and VEC-positive ECs expressing either FKHR-TM or GFP (green fluorescent protein; negative control). Inset: WB analysis of FKHR-TM and Ezh2. **D**, qRT-PCR for the TSS of *claudin-5*, *VE-PTP*, and *vWf* performed on endogenous Ezh2-bound chromatin immunoprecipitated from confluent VEC-positive or VEC-null ECs transfected with control siRNA or with 2 siRNAs targeting FoxO1 mRNA. Inset: WB analysis of FoxO1 and Ezh2. Two different film exposure timings are shown for FoxO1. **C**, **D**, Vinculin is the loading control. Levels of DNA are normalized to input, columns are means±SD of triplicates from a representative experiment. In (**C**), *P<0.05; **P<0.01, *t* test VEC-positive GFP vs VEC-positive FKHR-TM. In (**D**), *P<0.05; **P<0.01, *t* test VEC-null control siRNA vs VEC-null siRNA1 or VEC-null siRNA2. IP indicates immunoprecipitation; and TL, total cell lysate.

Coexpression of Suz12 and FKHR-TM in VEC-positive confluent cells induced a stronger repression of *claudin-5* than the expression of FKHR-TM alone (75.3% versus 53.1%; Online Figure VIIIA and VIIIB), further supporting the hypothesis that FoxO1 acts in concert with polycomb activity.

We then investigated whether β-catenin could interact with PcG protein complex. Coimmunoprecipitation experiments showed an interaction between β-catenin and both Ezh2 and Suz12 (Figure 4A). Surprisingly, we detected a strong Ezh2/β-catenin association in VEC-positive confluent cells that was unlikely to be connected to the analyzed recruitment mechanism (Figure 4A, left). The meaning of this interaction will be further explored in the next section.

**Figure 4.**
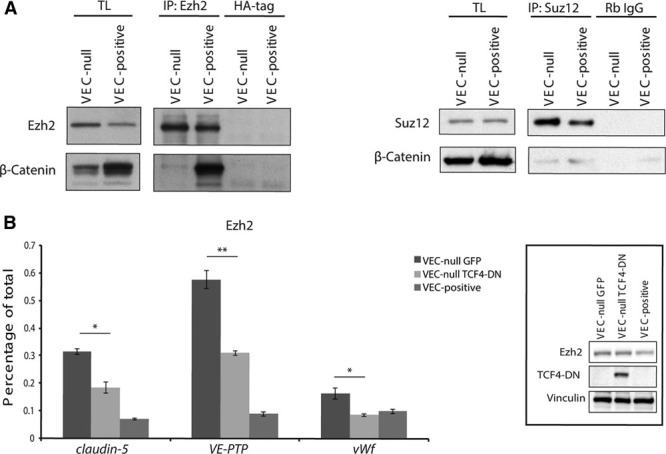
**β-Catenin stabilizes polycomb/DNA interaction on *claudin-5*, vascular endothelial-protein tyrosine phosphatase (*VE-PTP*), and von Willebrand factor (*vWf*) promoters.** **A**, Coimmunoprecipitation and Western blot (WB) analysis of endogenous Ezh (enhancer of zeste homolog)2 or Suz (suppressor of zeste)12 and β-catenin from extracts of confluent VEC (vascular endothelial cadherin)-null and VEC-positive endothelial cells (ECs). **B**, Quantitative real-time polymerase chain reaction (qRT-PCR) for the TSS of *claudin-5*, *VE-PTP*, and *vWf* performed on endogenous Ezh2-bound chromatin immunoprecipitated from confluent VEC-positive and VEC-null ECs expressing dominant negative form of Tcf4 (TCF4-DN) or GFP (green fluorescent protein; negative control). Inset: WB analysis of TCF4-DN and Ezh2 in extracts from confluent VEC-positive and VEC-null ECs expressing TCF4-DN or control GFP. Vinculin is the loading control. *P<0.05; **P<0.01, *t* test VEC-null GFP vs VEC-null TCF4-DN. IP indicates immunoprecipitation; and TL, total cell lysate.

β-Catenin/FoxO1 association is known to stabilize FoxO1 binding to *claudin-5* promoter. When TCF4-DN (dominant negative form of Tcf4), lacking the β-catenin–interacting region, was overexpressed in VEC-null cells, β-catenin/DNA interaction was abrogated,^5^ and Ezh2 binding to *claudin-5*, *VE-PTP*, and *vWf* promoters was strongly weakened (Figure 4B), suggesting a stabilizing role for β-catenin on PcG protein association to target sites.

### VEC Associates With Ezh2 and Sequesters It at the Plasma Membrane

The strong Ezh2/β-catenin association detected in confluent VEC-positive cells (Figure 4A, left) suggested an alternative role for such interaction in this cell type. Indeed, Ezh2 coimmunoprecipitated with endogenous full-length VEC (Figure 5A, left), whereas no interaction was detected between Ezh2 and N-cadherin (Figure 5A, right). Ezh2–VEC interaction was confirmed in vivo in adult mice-derived whole lung extracts (Figure 5B). Biotinylation of cell surface proteins further proved that Ezh2 associates with VEC exposed on the cell membrane (Figure 5C). Moreover, junctional staining of Ezh2 was detected in confluent VEC-positive but not in VEC-null ECs (Figure 5D, arrow). Taken together these data demonstrate that the observed VEC–Ezh2 interaction sequesters the polycomb protein at the cell surface.

**Figure 5.**
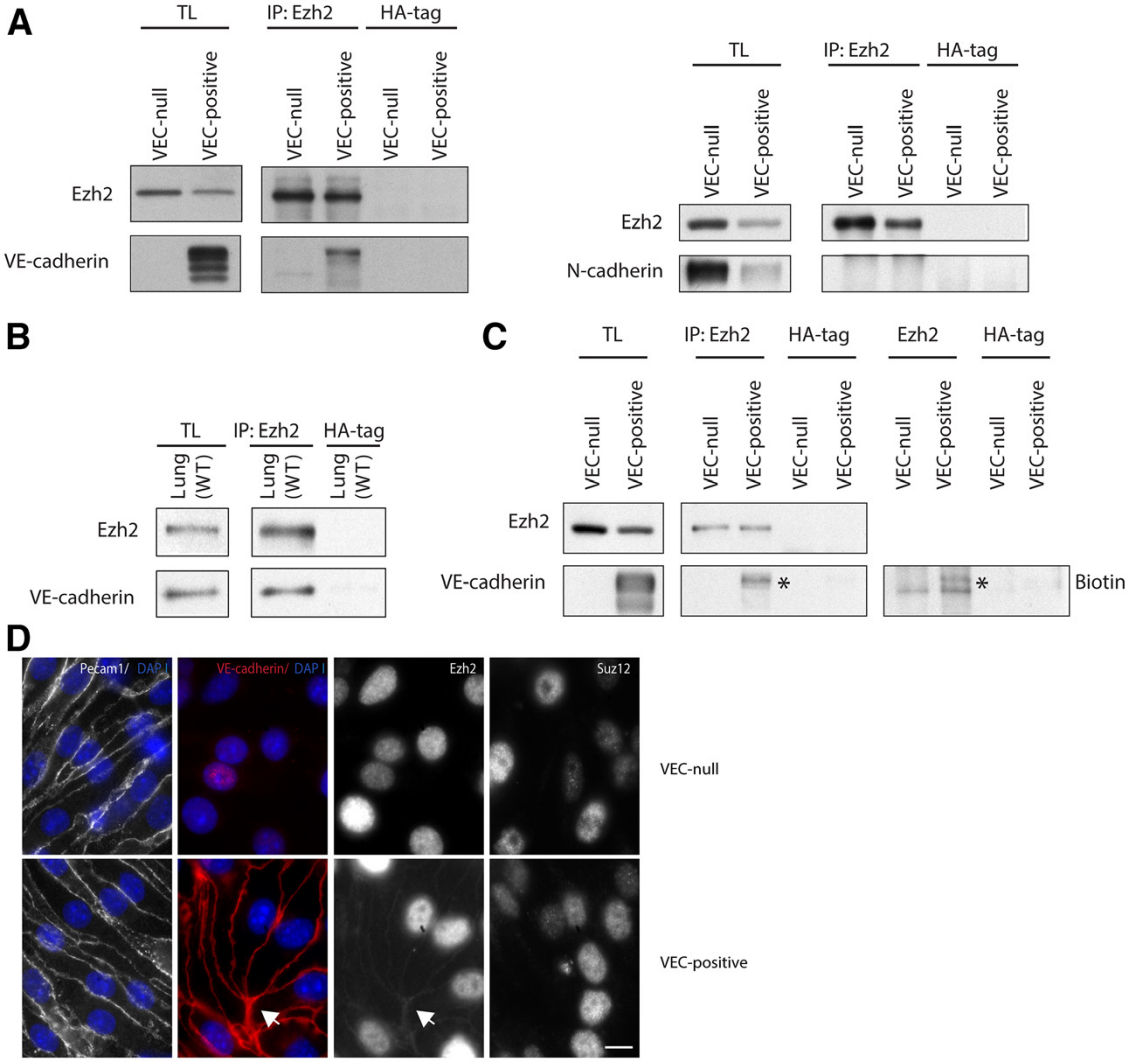
**VEC (vascular endothelial cadherin) sequesters Ezh2 (enhancer of zeste homolog 2) at the plasma membrane.** **A**, Coimmunoprecipitation and WB of endogenous Ezh2 and VEC or N-cadherin from extracts of confluent VEC-null and VEC-positive endothelial cells (ECs). **B**, Coimmunoprecipitation and Western blot (WB) of endogenous Ezh2 and VEC from wild-type (WT) murine whole lung extracts. **C**, Coimmunoprecipitation and WB of endogenous Ezh2 and VEC from extracts of confluent VEC-null and VEC-positive ECs after biotinylation of cell surface proteins. Asterisk highlights Ezh2-associated total and surface VEC bands. **D**, Immunofluorescence analysis of Ezh2 junctional localization (arrow) in confluent VEC-null and VEC-positive ECs. Junctional Suz (suppressor of zeste)12 was not detected. Platelet/endothelial cell adhesion molecule-1 (Pecam1) and VEC were used as junctional markers. Scale bar: 10 μm. IP indicates immunoprecipitation; and TL, total cell lysate.

To define whether Ezh2 interacts directly with VEC cytoplasmic tail and which Ezh2 domain is involved in such interaction, we designed a peptide array displaying 20-mers covering the entire amino acid sequence of mouse Ezh2 (746 amino acids). Each peptide spotted on the membrane overlapped the next one by 19 amino acids, resulting in a change of only a single amino acid per peptide and providing a high resolution in determining the interaction sites. Such peptide array was probed with glutathione *S*-transferase (GST)–tagged VEC cytoplasmic tail^26^ and free GST as control for nonspecific interactions (Online Figure IXA and IXB). Peptides corresponding to the spots displaying high signal in VEC cytoplasmic tail–probed array and no or low signal in GST-probed control (Online Figure IXB, red dots) were synthesized as biotinylated and used in streptavidin pull-down experiments to confirm protein interactions (Figure 6A). Peptides M6 and M10 corresponding to amino acids 450 to 469 and 454 to 473, respectively, were identified as the sites of Ezh2/VEC direct interaction (Figure 6A and 6B).

**Figure 6.**
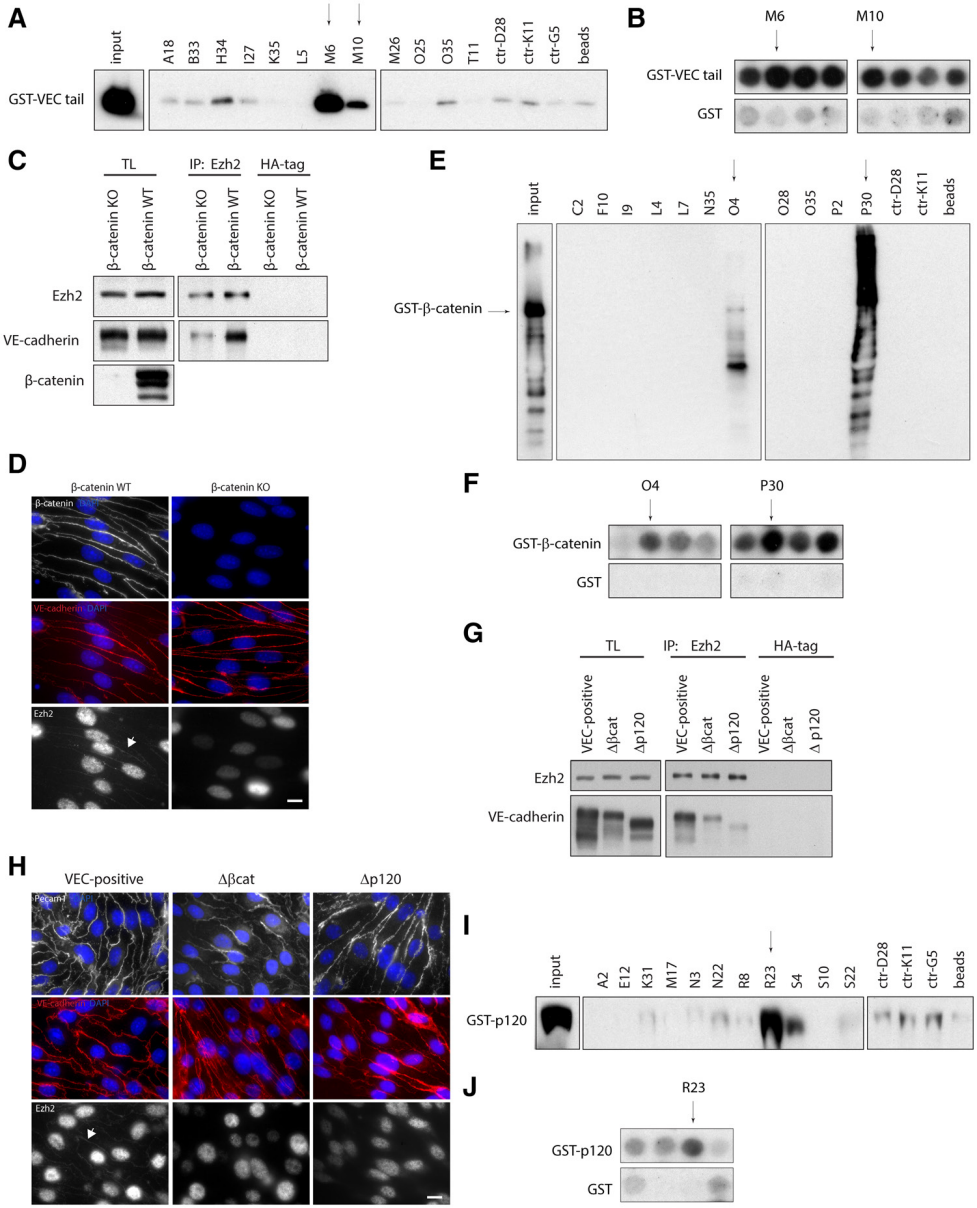
**Analysis of Ezh2 (enhancer of zeste homolog 2) interaction with VEC (vascular endothelial cadherin) junctional complex.** **A**, Streptavidin pull-down of selected biotinylated Ezh2 peptides and GST-tagged VEC cytoplasmic tail. GST-VEC cytoplasmic tail (400 ng) was loaded as input. Peptides displaying no interaction in peptide array were used as controls. Arrows indicate peptides showing positive signal. **B**, Regions of peptide array in the Online Figure IXA and IXB corresponding to selected peptides in (**A**). **C**, Coimmunoprecipitation and Western blot (WB) of Ezh2 and VEC from extracts of confluent β-catenin knockout (KO) and β-catenin wild-type (WT) endothelial cells (ECs). **D**, Immunofluorescence analysis of Ezh2 (arrow) and β-catenin junctional localization in confluent β-catenin KO and β-catenin WT ECs. VE-cadherin (red) was used as junctional marker. **E**, Streptavidin pull-down of selected biotinylated Ezh2 peptides and GST-tagged β-catenin. GST-β-catenin (400 ng) was loaded as input. Peptides displaying no interaction in peptide array were used as controls. Arrows indicate peptides showing positive signal. **F**, Regions of peptide array in the Online Figure IXA and IXC corresponding to selected peptides in (**E**). **G**, Coimmunoprecipitation and WB of Ezh2 and VEC from extracts of confluent VEC-positive, Δβcat, and Δp120 ECs. **H**, Immunofluorescence analysis of Ezh2 junctional localization (arrow) in confluent VEC-positive, Δβcat, and Δp120 ECs. VEC and platelet/endothelial cell adhesion molecule-1 (Pecam1) were used as junctional markers. **I**, Streptavidin pull-down of selected biotinylated Ezh2 peptides and GST-tagged p120-catenin. GST-p120-catenin (300 ng) was loaded as input. Peptides displaying no interaction in peptide array were used as controls. Arrow indicates peptide showing positive signal. **J**, Regions of peptide array in the Online Figure IXA and IXD corresponding to selected peptides in (**I**). In (**D**) and (**H**), scale bar: 10 μm. GST indicates glutathione *S*-transferase; HA, human influenza hemagglutinin; IP, immunoprecipitation; and TL, total cell lysate.

We then investigated the role of VEC cytoplasmic partner β-catenin in such interaction. Ezh2/VEC association was reduced in a β-catenin–null EC line (β-catenin knockout) compared with its wild-type counterpart (β-catenin wild type; Figure 6C and 6D). When VEC-null cells were reconstituted with a truncated mutant of VEC lacking the β-catenin–binding domain (Δβcat),^5^ thus unable to sequester β-catenin at the membrane, VEC displayed a marked reduction of Ezh2 binding (Figure 6G and 6H). These results strongly suggested that β-catenin association to VEC cytoplasmic tail is required for optimal Ezh2 junctional recruitment. Ezh2 peptide array was probed with GST-tagged β-catenin (Online Figure IXC). Biotinylated peptide pull-down with peptides corresponding to the spots displaying high signal in β-catenin–probed array and no or low signal in GST-probed control (Online Figure IXC, red dots) confirmed Ezh2 interaction with β-catenin at amino acids 522 to 541 and 585 to 604, corresponding to peptides O4 and P30 (Figure 6E and 6F).

Ezh2 also associated with another constituent of VEC cytoplasmic junctional complex, p120-catenin (Online Figure X). VEC-null cells reconstituted with a mutant version of VEC lacking the juxtamembrane p120-catenin binding region showed a marked reduction of VEC/Ezh2 interaction (Figure 6G and 6H), suggesting a role for p120-catenin in such association. Ezh2 peptide array was probed with GST-tagged p120-catenin, and the identified putative interacting peptides (Online Figure IXD, red dots) were selected for validation by biotinylated peptide pull-down (Figure 6I). Amino acids 652 to 671, corresponding to peptide R23, were identified as Ezh2 interaction site with p120-catenin (Figure 6I and 6J).

Overall, these data prove that Ezh2 interacts with VEC junctional complex at multiple sites. Whether the identified interactions correspond to different junctional pools of Ezh2 or a single complex is formed is a matter of future investigation.

### Inhibition of Ezh2/VEC Interaction Downregulates Claudin-5, VE-PTP, and vWf Expression

To understand whether Ezh2 sequestration at AJs impacts the expression of *claudin-5*, *VE-PTP*, and *vWf*, we aimed at inhibiting Ezh2/VEC and Ezh2/β-catenin interactions. Selected Ezh2 peptides M6-M10 (VEC-binding sites) and O4-P30 (β-catenin–binding sites) were synthesized in tandem with transactivator of transcription (TAT) of human immunodeficiency virus, to allow peptide entry into the cell. Such TAT-conjugated peptides are expected to bind VEC or β-catenin engaging the domains needed for Ezh2 interaction, thus acting in a dominant negative fashion to inhibit Ezh2 junctional recruitment. VEC-positive cells were treated from subconfluent state throughout the period of time needed to establish AJs to saturate Ezh2-binding sites before the polycomb protein could localize at cell–cell contacts. Treatment with peptides TAT-P30 and TAT-M10 reduced VEC/Ezh2 association by 28% and 45.3%, respectively (Figure 7A). This caused an increase in Ezh2 recruitment to the TSS of *claudin-5*, *VE-PTP*, and *vWf* (Figure 7B), which, in the case of TAT-M10 treatment, corresponded to a significant repression of gene expression in comparison to treatment with a nonbinding TAT-control peptide (Figure 7C). The lack of gene downregulation after TAT-P30 treatment might be because of interference of this peptide with the correct assembly of the FoxO1/β-catenin/PRC2 complex at gene promoters.

**Figure 7.**
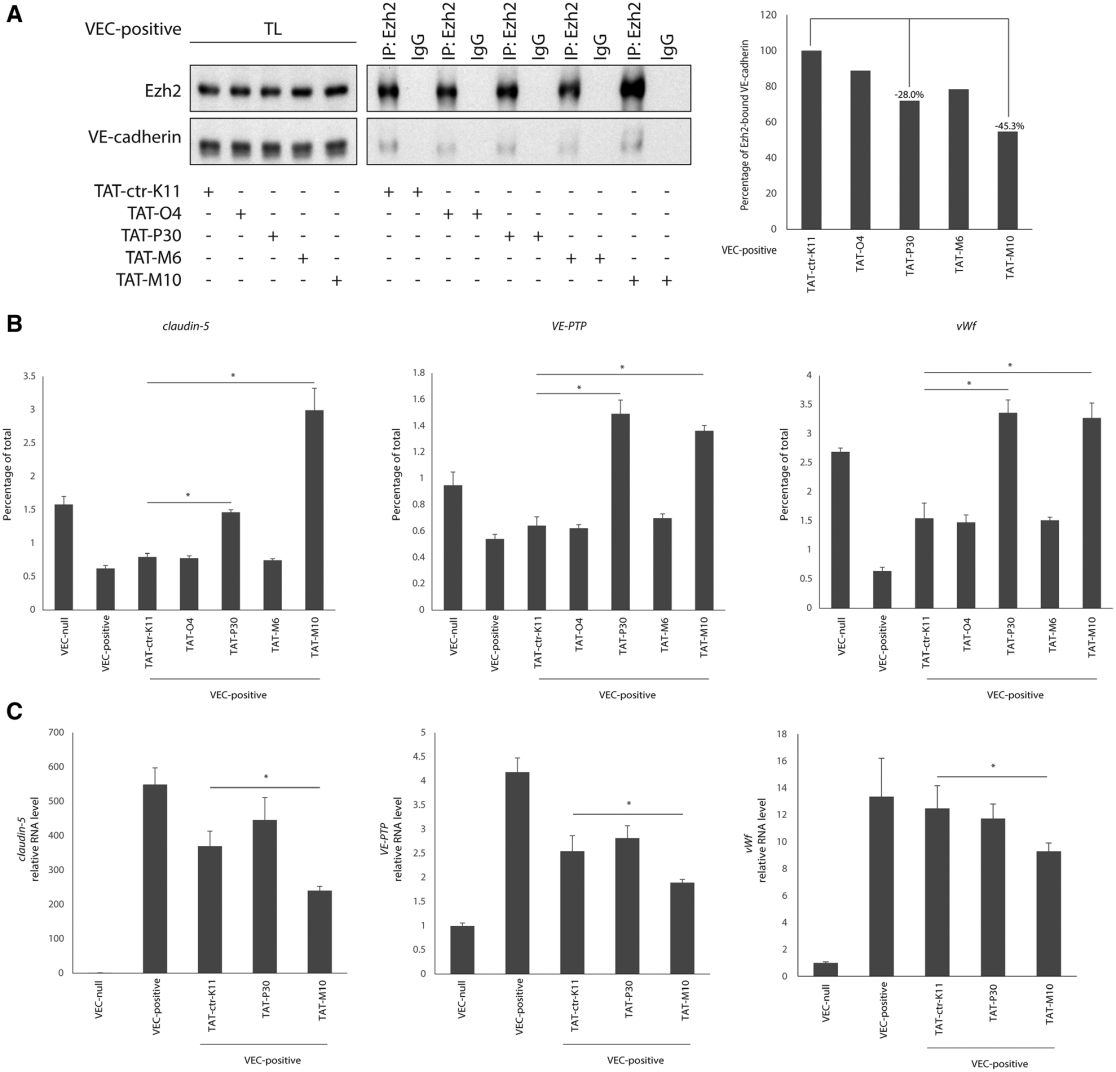
**Inhibition of Ezh2 (enhancer of zeste homolog 2)/VEC (vascular endothelial cadherin) interaction causes ***claudin-5***, vascular endothelial-protein tyrosine phosphatase (*VE-PTP*), and von Willebrand factor (*vWf*) downregulation.** **A**, Coimmunoprecipitation and Western blot (WB) of endogenous Ezh2 and VEC from extracts of VEC-positive endothelial cells (ECs) treated with VEC-binding transactivator of transcription (TAT)-M6 and TAT-M10 peptides, β-catenin–binding TAT-O4 and TAT-P30 peptides or nonbinding TAT-ctr-K11 peptide as control (**left**). Quantification of coprecipitated VEC protein normalized on precipitated Ezh2 level (**right**). **B**, Quantitative real-time polymerase chain reaction (qRT-PCR) for the transcription start site (TSS) of *claudin-5*, *VE-PTP*, and *vWf* performed on endogenous Ezh2-bound chromatin immunoprecipitated from VEC-positive ECs treated with VEC-binding TAT-M6 and TAT-M10 peptides, β-catenin–binding TAT-O4 and TAT-P30 peptides or nonbinding TAT-ctr-K11 peptide as control. Levels of DNA are normalized to input; columns are means±SD of triplicates from a representative experiment. *P<0.01, *t* test TAT-ctr-K11 vs TAT-P30 or TAT-M10 treatment. **C**, qRT-PCR analysis of *claudin-5*, *VE-PTP*, and *vWf* expression in VEC-positive ECs treated with VEC-binding TAT-M10 peptide, β-catenin–binding TAT-P30 peptide or nonbinding TAT-ctr-K11 peptide as control. Levels of mRNA are normalized to GAPDH; columns are means±SEM of triplicates from a representative experiment. *P<0.01, *t* test TAT-ctr-K11 vs. TAT-M10 treatment. IP indicates immunoprecipitation; and TL, total cell lysate.

### Polycomb Activity Correlates With Claudin-5, VE-PTP, and vWf Repression In Vivo

To verify whether the inhibition of PRC2 activity could enhance the expression of the identified endothelial genes in vivo, we analyzed the effect of Ezh2/Ezh1 inhibition in mouse pups by pharmacological treatment with UNC1999. As reported in Figure 8A, drug administration increased *VE-PTP* and *vWf* expression in lung ECs, but was unable to increase *claudin-5* expression over physiological levels.

**Figure 8.**
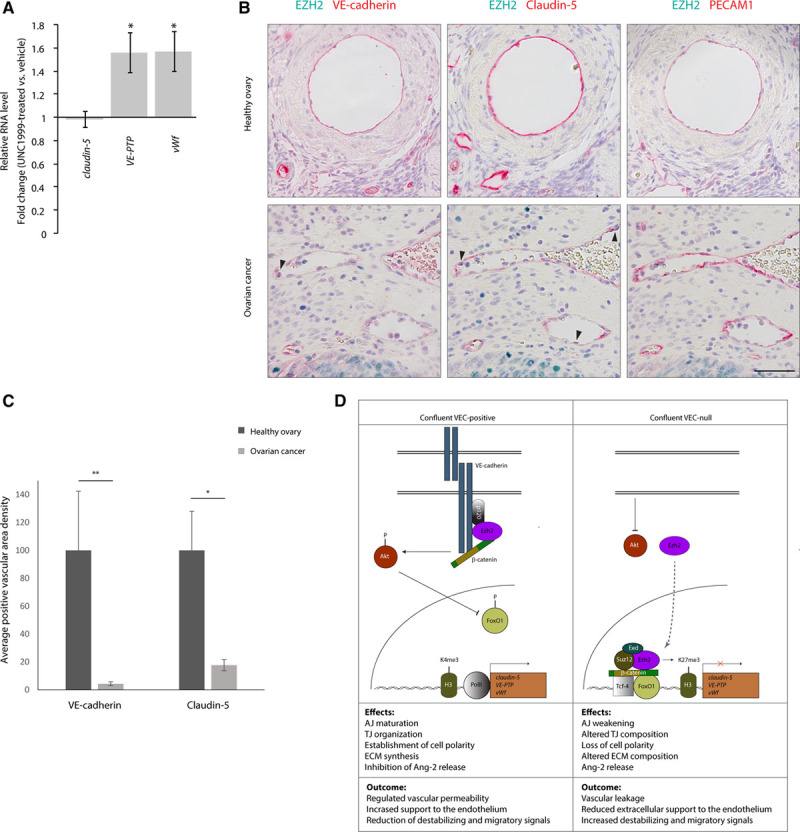
**Ezh2 (enhancer of zeste homolog 2) activity correlates with *claudin-5*, vascular endothelial-protein tyrosine phosphatase (*VE-PTP*), and von Willebrand factor (*vWf*) repression in vivo**. **A**, Quantitative real-time polymerase chain reaction (qRT-PCR) analysis of *claudin-5*, *VE-PTP*, and *vWf* expression in lungs of vehicle- or UNC1999-treated pups (P6). Data are represented as fold change of UNC1999 treated vs vehicle and are means±SD from at least 4 mice per group. Gene expression was normalized to *VEC* (vascular endothelial cadherin) expression. **B**, Immunohistochemistry (IHC) staining of VEC, Claudin-5, platelet/endothelial cell adhesion molecule-1 (PECAM1; red) and EZH2 (green) expression in serial sections of human healthy ovary (**upper**) or serous surface papillary ovarian carcinoma (**lower**). Black arrowheads point to tumor vessel endothelial cells (ECs) expressing high levels of EZH2. Scale bar: 50 μm. **C**, Quantification of IHC stainings in (**B**). For VEC and claudin-5, areas of specific signal, divided by the total measured area, were normalized to the corresponding values of PECAM1 staining. Columns are means±SEM (n=3 healthy ovaries; 4 ovarian carcinomas; at least 3 fields per sample). **D**, Suggested model for the regulation of *claudin-5*, *VE-PTP*, and *vWf* genes. Clustered VEC recruits β-catenin and activates Akt leading to FoxO1 (Forkhead box protein O1) phosphorylation and inhibition.^5^ Furthermore, Ezh2 is sequestered at the cell membrane by association with VEC cytoplasmic tail (**left**). These mechanisms allow gene activation by impeding the recruitment of PcG (polycomb group) proteins to gene promoters. Claudin-5 expression allows the correct organization of tight junctions (TJs) and regulation of vessel permeability.^5,27^ VE-PTP regulates adherens junction (AJ) maturation^28^ and VEGFR2 (vascular endothelial growth factor receptor-2) activity,^13,29^ whereas vWf contributes to extracellular matrix (ECM) formation and inhibits Ang (angiopoietin)-2 release.^14,30^ These effects are likely to contribute to vessel stabilization and prevent vascular leakage. In (**A**) and (**C**), *P<0.05; **P<0.01, *t* test.

EZH2 overexpression is frequent in tumor cells and in vessels of human epithelial ovarian cancers and is associated with poor prognosis.^31^ Vessels of human healthy ovarian tissue presented very low EZH2 expression, while VEC, Claudin-5, and PECAM1 were clearly detectable (Figure 8B, upper). In contrast, in tumor vasculature, high nuclear EZH2 staining paralleled a significant reduction in VEC and Claudin-5, whereas PECAM1 expression was unaltered (Figure 8B, lower, and 8C). EC-associated vWf staining was highly variable in both healthy ovarian tissue and tumor samples, preventing a quantitative evaluation of its expression. VE-PTP staining quantification also presented problems of antibody specificity. Nonetheless, a reduction of VE-PTP signal could be appreciated in tumor vessels (Online Figure XI).

## Discussion

In this study, we describe a novel mechanism through which VEC expression and clustering upregulate endothelial-specific genes and contribute to endothelial differentiation and stability. We found that VEC engagement at cell–cell contacts acts by inhibiting PcG protein–mediated epigenetic modifications of EC chromatin. PcG proteins have been implicated in several developmental processes,^7,8^ and Ezh2 activity was claimed to be involved in the regulation of genes important in tumor angiogenesis and Kaposi Sarcoma.^31^ Furthermore, Ezh2 was reported to play a role in maintaining vascular integrity during embryonic development.^32^

However, these studies mainly focused on the effects of Ezh2 inhibition without investigating in detail the mechanisms of polycomb regulation in ECs. We observed that VEC expression and clustering were able to trigger a gene expression program contributing to endothelial differentiation. Some of these endothelial genes seemed to be regulated by polycomb activity, thus pointing to a possible central role of VEC/polycomb crosstalk in orchestrating endothelial specification.

Within the set of genes upregulated by VEC, we selected endothelial-specific *claudin-5*, *VE-PTP*, and *vWf*. Claudin-5 is a major component of endothelial TJs and determines size and charge selectivity of endothelial paracellular permeability.^4,5,27,33^

VE-PTP exerts different context-specific activities including associating with VEC and reducing its tyrosine phosphorylation.^34^ Absence of VE-PTP impairs AJ maturation, inducing vessel destabilization and increased permeability.^28,35^ VE-PTP associates with Tie-2 receptor modulating Ang (angiopoietin) signaling^36^ and interacts with VEGFR2 (vascular endothelial growth factor receptor-2) limiting its signaling activity.^13,29^

vWf is a crucial component of EC extracellular matrix that provides mechanical support to the EC monolayer^30^ and limits the release of vessel-destabilizing Ang-2 from endothelial Weibel–Palade bodies.^14^ Consistent with our data, a larger pool of vWf is present in confluent ECs compared with subconfluent condition.^37^

Although our analysis was mainly focused on these 3 genes, other genes regulated by VEC are involved in inhibition of cell proliferation, decrease of sprouting angiogenesis, promotion of cell adhesion, and production of extracellular matrix, suggesting a broader role of VEC expression and clustering in inducing vessel stabilization.

We previously found^5^ that VEC expression derepresses the endothelial-specific gene *claudin-5* by restraining the activity of FoxO1 and β-catenin.^33^ Here, we show that nuclear FoxO1 and β-catenin increase polycomb targeting to the promoter regions of a set of endothelial genes. We observed that induction of *claudin-5*,^5^ *VE-PTP*, and *vWf* relies on VEC capacity to activate the PI3K/AKT pathway, leading to FoxO1 inactivation,^4^ and to sequester β-catenin at the cell membrane. The absence of VEC clustering prevented the expression of this set of genes. The work presented here confirms and extends what previously observed for *claudin-5*^5^ and further underlines the role of FoxO1 as a key transcription factor in endothelial differentiation and homeostasis.^38^ This is in agreement with a recent report highlighting a key role of Akt1 activation and FoxO inhibition in stabilizing the endothelial barrier and preventing vascular leakage.^39^

Little is known about the molecular mechanisms of FoxO1-mediated gene repression. We found that FoxO1 physically associates with PcG proteins and, through still unknown mechanisms, contributes to their association to a selected set of endothelial gene promoters inducing chromatin conformational changes and gene inhibition. β-Catenin takes part in such multiprotein complex and stabilizes PcG protein binding to DNA, as TCF4-DN–mediated abrogation of β-catenin/DNA binding destabilizes Ezh2/promoter interaction.

PcG proteins have been previously reported to have atypical extranuclear localizations.^40,41^ We show here that VEC also reduces polycomb nuclear activity by sequestering Ezh2 at the plasma membrane in a β-catenin–dependent and p-120-catenin–dependent manner. Ezh2 interaction with VEC was confirmed in vivo in mouse lung extracts in the absence of any crosslinking reaction, whereas no association was detected between Ezh2 and the other major classical endothelial cadherin, N-cadherin, likely as a result of the reduced binding of this adhesion molecule to p120-catenin.^42^ Recently, EZH2 has been shown to interact with β-catenin in liver cancer stem cells^43^ through its N-terminal domain (amino acids 1–334). This was defined by domain mapping assays using EZH2 truncation mutants. Our analysis identified the Ezh2 sites of direct interaction with β-catenin in the domain comprised between amino acids 522 and 604. Deletion of domain 1 to 334 might alter the protein structural integrity, affecting EZH2/β-catenin interaction at downstream residues.

Ezh2/VEC association was shown to play a functional role in regulating gene expression. Inhibition of such interaction, and likely the consequent release of Ezh2 protein in the cytoplasm, increased its recruitment to *claudin-5*, *VE-PTP*, and *vWf* gene promoters causing their downregulation. The strong increase of Ezh2 recruitment at gene promoters, however, did not parallel a similarly strong repression of gene expression.

This was likely because of reduced FoxO1 and β-catenin nuclear abundancy in the confluent VEC-positive condition, impeding the correct assembly of the nuclear repressive complex.

Thus, we propose that an event happening at cell–cell contacts, that is, VEC clustering, triggers and orchestrates a network of pathways and epigenetic events, regulating several aspects of endothelial homeostasis and vascular stability (Figure 8D).

Pharmacological inhibition of Ezh2/Ezh1 led to the upregulation of *VE-PTP* and *vWf* in mouse pups, confirming that these genes are dependent on polycomb activity in vivo. C*laudin-5* was not significantly upregulated by such treatment, likely because its expression is unable to increase over a physiological threshold. Additional studies are needed for understanding the kinetics of expression of this gene in the presence or absence of polycombs in different vascular regions.

Deregulated angiogenesis is a characteristic of several human pathologies and is a hallmark of cancer. Tumor vessels present altered endothelial cell–cell junctions, are hyperpermeable, have low pericyte coverage, and altered basement membrane composition and stiffness. Tumor vessel stabilization by increased VEC has been shown to reduce tumor metastasis.^44,45^ Ezh2 expression is increased in tumor-associated ECs, and this has been linked to increased vascular density and reduced vessel maturation.^31^ Our results show that reduced VEC and increased EZH2 nuclear staining in human ovarian carcinoma vessels parallel the downregulation of Claudin-5 and VE-PTP, suggesting a possible alteration of the identified signaling mechanism.

In conclusion, this work introduces a novel role for VEC in the regulation of polycomb activity and, consequently, EC differentiation and vascular maturation. The available genetic and pharmacological approaches to inhibit polycomb function will be instrumental to identify the role of this mechanism in different pathological conditions of the vascular system and to investigate new therapeutic opportunities to induce vessel normalization in cancer.^4^

## Acknowledgments

We thank Luca Ferrarini for help in bioinformatic analysis, Djamil A. Damry for scientific input, and Emanuele Martini and Dario Parazzoli for imaging analysis. The anti–vascular endothelial-protein tyrosine phosphatase (VE-PTP; hPTPb1-8) antibody and FKHR-TM (Forkhead transcription factor triple mutant) adenovirus were kind gifts of Dietmar Vestweber and Christopher Daly, respectively.

## Sources of Funding

This work was supported by the Francis Crick Institute which receives its core funding from Cancer Research UK (FC001057), the UK Medical Research Council (FC001057), and the Wellcome Trust (FC001057); by Associazione Italiana per la Ricerca sul Cancro (AIRC; investigator grant [IG] 16683), AIRC IG2016 18683 and Special Program Molecular Clinical Oncology 5x1000 to AGIMM (AIRC Gruppo Italiano Malattie Mieloproliferative; 10005); by the European Research Council (project EC-ERC-VEPC contract 742922); by ITN (initial training networks) BtRAIN grant 675619; by CARIPLO Foundation (2008.2463) and TELETHON (GGP14149). Research was also supported by the grants R01CA218600, R01GM122749, and R01HD088626 (to J. Jin) from the US National Institutes of Health. Sequencing was performed by the SNP&SEQ Technology platform in Uppsala. The facility is part of the National Genomics Infrastructure (NGI) Sweden and Science for Life Laboratory. The SNP&SEQ Platform is also supported by the Swedish Research Council and the Knut and Alice Wallenberg Foundation. E. Dejana is supported by the Swedish Science Council and the Knut and Alice Wallenberg Foundation.

## Disclosures

None.

## Supplementary Material

How the deposited data were processed for this re-analysis (not part of the article)

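RNA of VEC-null and VEC-positive mouse endothelial cells was measured by sequencing of total RNA, in 3 libraries of each, grouped by their labels. The authors trimmed reads with Trim Galore, aligned them with TopHat2 2.1.1 to mm10 and used DESeq2; the counting program and the annotation are not given in the sources used here. The legend of Figure 1A limits that figure to genes with detectable expression in both cell types; the level that counts as detectable is not given there. The signal values were deposited by the authors for 24080 genes by Ensembl identifier and are gene counts that they had divided by 1 size factor per library, which was tested on the values: each library's values are whole multiples of 1 step. Recovered reads were 6036155 to 14136376 per library, with a median of 11128657. Symbols and coordinates of 23908 genes came from GENCODE M21.

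The 14032 genes with a normalized count of at least 10 in at least 3 libraries were compared on log2 values with a pseudocount of 1 in limma 3.58.1 with a mean-variance trend (R 4.3.3), two-sided, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05; 10048 genes were below the filter. Counts at the thresholds of Figure 1A used an unadjusted p of 0.05 and a 2-fold change. Of 30 gene lists written before the data were examined, 27 with at least 5 tested members were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, each adjusted over the lists. Several lists share members with the genes printed in Figure 1, which the study chose on these libraries. Their tests are therefore not independent of that choice. Genes to name were drawn by a rule written before the data were examined, and not every gene that it draws is given here. It draws every gene that the paper's text names or Figure 1C prints. It also draws the 10 largest changes each way among genes past the threshold, leaving out unnamed gene models. These changes are limited to genes whose groups do not overlap and whose mean over the 6 libraries is at least 100. Of each list it draws up to 4 members past the threshold, with the largest changes and a mean of at least 50. Up to 2 members that did not pass are added. Other genes are named as printed in Figure 1B or as singled out after their values were seen. Fold changes against a group with 0 reads are bounds from a floor of 3 reads over the group, and ratios with few reads carry a 95% counting interval. PCR duplicates are counted as reads, so these cover counting error only.

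Alternatives set before the data were examined were 2 other pseudocounts, no filter and a stricter filter, 3 other scalings, 2 other models of the spread, the replicate number as a block, edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, and leaving out each library. Corrections for GC content and length, DESeq2 on all genes, limma and DESeq2 on genes detected in both groups (a value above 0 in at least 1 library of each) and an adjusted p at the thresholds of Figure 1A were added after the data were seen. On simulated counts for 13818 genes with a dispersion of 0.02, limma recovered 81.2% of 2-fold and 98% of 4-fold changes, with 2.8% of its calls false. There edgeR recovered 82.3% and 99% and DESeq2 75% and 94.9%, with 4.3% and 4.1% false. The simulation changed 96 genes 2-fold and 98 genes 4-fold, where 37.3% of the tested genes passed in the data. These rates therefore need not hold for the data. Figures were drawn with matplotlib 3.10.9. The quantitative polymerase chain reaction, chromatin and blot experiments of the paper were not analysed here.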

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

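Median log2 fold changes between the labelled groups stood out in 6 lists of genes that the paper does not discuss as groups and that passed the set test at a preset correlation: -0.89 for histone genes, 1.25 for genes of KLF2, KLF4 and flow, 0.76 for the response to TGF-beta and BMP, 0.63 for targets of YAP and TEAD, 0.88 for immediate early genes and 1.32 for transcripts of the mitochondrial genome. Some members are printed in Figure 1C, such as *Heg1* and *Angpt1* of the flow list and *Lats2* of the YAP list. With an estimated correlation none of the 6 passed (adjusted p = 0.245 for KLF2, KLF4 and flow and for TGF-beta and BMP, 0.534 for the others). Of the tests below, those of GC content and of the nuclear genes of respiration were set before their result was seen, and the others were chosen after it.

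*Cdh5* was higher in the libraries labelled VEC-null. An exchange of 1 library of each group is argued against by the values: the lowest VEC-null library exceeded the highest VEC-positive one by 0.75 on the log2 scale. An exchange of all 6 labels would turn every gene, and the paper's other measures of the lines run with the labels. *Cdh2* had a log2 fold change of -1.5 by label, the direction of the N-cadherin blots in Figure 5A. *Cldn5* had one of 6.01, *Ptprb*, *Vwf*, *Tiam1*, *Lmo2*, *Stat6* and *Elk3*, induced by VEC in the paper's qPCR, had 1.09 to 2.20, and *Hey1*, repressed there, had -2.29. These run against a full exchange but do not settle it: the study reports the qPCR as a check on this sequencing, and whether it used the RNA of these libraries is not given in the sources used here. The paper's *claudin-5* promoter reporter and its H3K4me3 at the *claudin-5*, *VE-PTP* and *vWf* start sites also run with the labels. Those assays do not rest on these libraries, but they too measure the lines. Reads from the disrupted gene in VEC-null cells, with a mean of 1487 normalized counts there, stay open too, because there are no values per exon and the structure of the allele is not given in the sources used here. Lower *Cdh5* in VEC-positive cells as an effect of the transferred VEC was not tested.

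VEC-null 3 differed from VEC-null 1 and 2, with a chi-square per gene of 30.1 against them once reads were thinned to 6015948 per library, where VEC-null 1 and 2 gave 5.41, so depth does not account for it. RNA of VEC-positive cells is argued against, since 21 genes near 0 in VEC-null 1 and 2 reached 0.414% of the VEC-positive level, where 1522 genes that differed 2-fold had moved by a median of 15.4%. GC content and gene length left the SD of its deviations at 0.416, against 0.323 at most in VEC-null 1 and 2. The design gives no condition that sets this library apart, so no biological explanation was tested.

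Transcripts of the mitochondrial genome were higher in the libraries labelled VEC-positive, 12 of 15 past the threshold (15 when adjusted over the list alone). GC content is argued against, as 1515 nuclear genes of the same GC range had a median of -0.036 (quartiles -0.43 and 0.31), and so is the scaling, as the median stayed at 1.01 with equal totals. A joint rise with the nuclear genes of the respiratory chain is argued against too, since 77 of them had a median of -0.075 (quartiles -0.25 and 0.26). Differences in cell state and in RNA extraction or library preparation between the groups stay open, and neither was tested.

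For the number of genes past the threshold, the 10 ways to split 6 libraries into groups of 3 are too few for a share under 0.05. The real split gave 5231 genes and 1947 at least 2-fold, and the highest other gave 0 of each; in each case 1 split reached the real count. At the thresholds of Figure 1A the real split gave 2135 and the highest other 650.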

How the results depend on the processing

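Alternatives named here were set before the data were examined, apart from GC and length correction, DESeq2 on all genes, limma and DESeq2 on genes detected in both groups and the adjusted p at the thresholds of Figure 1A, which were chosen after the data were seen. In each of the 22 alternatives no gene called with all 6 libraries was called in the opposite direction, and for 86 named genes past the threshold 1821 of 1872 results kept direction and side of the threshold, 50 kept only direction and 1 turned (*Sox18*, below). Leaving out 1 library gave 2111 to 3800 genes higher and 1585 to 3359 lower, 856 to 1086 at least 2-fold higher and 806 to 1640 at least 2-fold lower, and 1942 to 2851 past the thresholds of Figure 1A, the highest of each without VEC-null 3. Scaling to equal totals gave 1566 genes higher and 4960 lower, with a median log2 fold change of all genes of -0.32. Of these, 654 were at least 2-fold higher and 1737 at least 2-fold lower. Results at equal totals carry the larger share of mitochondrial reads in the libraries labelled VEC-positive, since the totals include those reads. A mean of at least 50 gave 591 and 543 genes at least 2-fold higher and lower and 1171 past the thresholds of Figure 1A, as fewer genes were tested, and no filter gave 3474 of these. Replicate numbers do not pair the libraries: deviations from the group mean correlated across genes, which are not independent replicates, by 0.076, -0.333 and -0.295 for numbers 1, 2 and 3. Reads per library limit genes with few reads, and 10048 genes were not tested. Unless a reason is given, the cause was not tested.

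With an estimated correlation no camera call passed: adjusted p = 0.225 for endothelial identity, 0.301 for mitosis, 0.182 for interstitial matrix, 0.245 for TGF-beta and BMP response and for KLF2/KLF4 and flow, 0.644 for matrix proteases and inhibitors, and 0.534 for DNA replication and G1/S, integrins and focal adhesion, cell-cell junctions, YAP/TEAD targets, immediate early genes, histone genes and mitochondrial transcripts. The estimate was 0.014 for interstitial matrix and 0.022 for endothelial identity, close to the preset 0.01, so its size does not explain their loss. For the other lists that passed it was 0.087 (TGF-beta and BMP response) to 0.816 (mitochondrial transcripts). With 6 libraries this version has little power, so the loss does not show that a list is unchanged. For the lists that passed, fry gave adjusted p of 1.30e-05 (interstitial matrix) to 0.0206 (histone genes). With fry, which does not compare a list with other genes, adjusted p = 0.0236 for cell cycle inhibitors and for polycomb complexes, 0.00578 for sprouting and tip cell, 0.0422 for Wnt/beta-catenin targets, 4.75e-05 for endothelial-to-mesenchymal transition, 0.0162 for mural and fibroblast markers, 0.000768 for hematopoietic markers and 0.036 for hypoxia and glycolysis, and in the opposite direction 0.0102 for basement membrane, 0.54 for FoxO-induced genes and 0.466 for lymphatic, arterial and venous markers. Sprouting and tip cell passed with edgeR (0.0462), DESeq2 (0.00766) and DESeq2 on all genes (0.000851) and on genes detected in both groups (0.0013), over a range of 0.000851 to 0.699. Basement membrane passed with no filter (0.0296), DESeq2 (0.0212) and DESeq2 on all genes (0.0018), and on genes detected in both groups with limma (0.00808) and DESeq2 (0.000249). Matrix proteases and inhibitors did not pass with a mean of at least 50 (0.266) or edgeR (0.0625), nor without VEC-null 1 (0.0524) or VEC-positive 3 (0.0626), over a range of 0.0256 to 0.0626 without 1 library and with 0.00418 at equal totals. YAP/TEAD targets did not pass with a mean of at least 50 (0.168), and immediate early genes did not with a mean of at least 50 (0.311), edgeR (0.0625), DESeq2 (0.094) or DESeq2 on genes detected in both groups (0.0552). Hypoxia and glycolysis passed without VEC-null 3 (0.0196, in a range up to 0.268 without 1 library) and with DESeq2 on all genes (0.0399).

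Lists that did not pass changed direction as follows. Notch pathway did with edgeR (0.918), DESeq2 (0.995) and GC and length correction (0.921). Hox genes did with no filter (0.596), on genes detected in both groups with limma (0.658) and DESeq2 (0.859), a mean of at least 50 (0.737), DESeq2 (0.996), DESeq2 on all genes (0.813) and without VEC-null 3 (0.7) and VEC-positive 3 (0.958), the ends of the range without 1 library. FoxO-induced genes did with no filter (0.659), on genes detected in both groups with limma (0.71) and DESeq2 (0.859), equal totals (0.838), DESeq2 (0.996), DESeq2 on all genes (0.813) and without VEC-null 3 (0.862, in a range up to 0.972 without 1 library). Hematopoietic markers did at equal totals (0.661) and with the replicate block (0.997), lymphatic, arterial and venous markers with a mean of at least 50 (0.737), and interferon response with a pseudocount of 5 (0.987), upper-quartile scaling (0.994) and without VEC-null 2 (0.927), VEC-positive 1 (0.611) or VEC-positive 2 (0.932), in a range from 0.561 without 1 library.

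Members lower at equal totals were 9 for endothelial identity, 6 for integrins and focal adhesion (5 with GC and length correction) and 10 for cell-cell junctions, where 12 were higher, and with a mean of at least 50 there was 1 for interstitial matrix. Log2 fold changes turned at equal totals for *Sox18* (-0.093), *Nos3* (-0.248), *Itgb1* (-0.269), *Ctnnb1* (-0.216) and *Col1a2* (-0.034). *Nos3* was at -0.064 with GC and length correction and *Itgb1* at -0.02 without VEC-null 2, in a range up to 0.13 without 1 library. *Col1a2* was at -0.125 with edgeR, -0.156 with DESeq2, -0.131 with DESeq2 on all genes, -0.13 with DESeq2 on genes detected in both groups and -0.666 without VEC-null 3, in a range up to 0.831 without 1 library. Some calls of single genes are weak. *Eed* did not pass in 13 of the 22 alternatives (adjusted p of 0.0538 to 0.622), *Ccm2* in 9 (0.0512 to 0.0971), *Hoxa5* in 8 (0.0566 to 0.0894), *Fbln2* without VEC-positive 1 (0.0523) or 2 (0.056), *Ets1* without VEC-positive 1 (0.0501) and *Foxo1* at equal totals (log2 fold change 0.281, adjusted p = 0.106). *Suz12*, which did not pass with all 6 libraries, was lower at equal totals (log2 fold change -0.389, adjusted p = 0.00453), and *Ctnnb1* was higher without VEC-null 3 (log2 fold change 0.208, adjusted p = 0.0308).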

Differences from the paper's values

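Figure 1A groups genes by p and fold change. It shows about 13000 genes above a p of 0.05, read by eye in Figure 1A as the paper's value, where 7548 were found here among genes past the filter on low values. The sets of genes differ by rule: the legend limits the figure to genes with detectable expression in both cell types and gives no level. Of the alternatives set before the data were examined, no filter on low values (16221) falls within 1.5 times the paper's value, and the others do not, with 5117 to 8622. With no filter the other 2 groups of the figure, 3474 genes at 2-fold and 4385 below it, were each over 1.5 times the paper's values given below. DESeq2 on all genes, which was chosen after the values were seen, gave 17650. It put 2704 genes in the 2-fold group and 3726 in the group below it. Each of these counts was within 1.5 times the paper's value. Taking a value above 0 in at least 1 library of each group as detectable, also chosen after the values were seen, left 21922 genes, of which 14514 with limma and 15667 with DESeq2 were above the threshold, both within 1.5 times the paper's value. The 2-fold group then held 3039 and 2548 genes and the group below 2-fold 4369 and 3707, in both groups with the limma count over 1.5 times the paper's value and the DESeq2 count within it. Of 205 genes printed in Figures 1B and 1C, 201 are detected in both groups by this rule. For the group with a p of at most 0.05 and less than a 2-fold change, Figure 1A shows about 2900 as the paper's value and 4349 were found here, just within 1.5 times. Whether the p of the figure is adjusted is not stated in the paper's text. With an adjusted p, chosen after the values were seen, this group held 3284 genes with limma, 2929 with DESeq2, 2918 with no filter, 2767 with DESeq2 on all genes and, on genes detected in both groups, 2961 with limma and 2761 with DESeq2. The 2-fold group held 1947, 1940, 2398, 2101, 2181 and 2039 genes in the same order, where Figure 1A shows about 2000 as the paper's value and 2135 were found here. The group above the threshold then held 8801, 9163, 18764, 19212, 16780 and 17122 genes.

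The paper names *Pecam1* and *Sox18* as genes that VEC does not influence, by qPCR. Here *Pecam1* passed with a log2 fold change of 0.34 (adjusted p = 0.0143) and *Sox18* with 0.22 (adjusted p = 0.0361). Both are under the 2-fold change that Figure 1A requires, so by its thresholds neither gene is differentially regulated here either. *Pecam1* did not pass at equal totals (0.786) or without VEC-positive 1 (0.066) or 3 (0.0619). *Sox18* did not pass under DESeq2 (0.0913), with no filter (0.0754), at equal totals (0.296), without the mean-variance trend (0.0969), with the replicate block (0.0943), without VEC-null 1 (0.0793) or 2 (0.0802), or without VEC-positive 1 (0.0814), 2 (0.11) or 3 (0.126). After seeing the values, GC and length correction (0.183), DESeq2 on all genes (0.0808) and, on genes detected in both groups, limma (0.0721) and DESeq2 (0.0906) were added, and it did not pass there either.

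Figure 1B prints *Igtp* as downregulated. Here it had a log2 fold change of -1.50 with an unadjusted p of 0.0221, which meets the thresholds printed with the figure if their p is unadjusted, and an adjusted p of 0.0572, which does not. It did not meet them without VEC-null 1 (unadjusted p = 0.0782 from limma) or VEC-positive 2 (0.0685, log2 fold change -0.985). By adjusted p it passed under DESeq2 (0.0174), at equal totals (0.0264), with the replicate block (0.0349), without VEC-null 3 (0.0189) and, chosen after the values were seen, with DESeq2 on all genes (0.0201) and on genes detected in both groups (0.017). *Adm*, *Bche* and *Dmp1*, which were below the filter, passed with no filter in the printed direction (0.0147, 0.00243 and 0.00387), and with DESeq2 on all genes. *Map3k6* passed with DESeq2 on all genes (0.0407) and on genes detected in both groups (0.0379), chosen after the values were seen, and had 0.0556 with no filter.

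The paper describes genes of sprouting angiogenesis as generally lower. Of 22 tested genes of a list written before the data were examined, 9 were lower and 7 higher. The list did not pass (adjusted p = 0.33 from camera, and adjusted p = 0.644 with an estimated correlation). It was lower under edgeR (0.0462), DESeq2 (0.00766) and fry (0.00578). In alternatives chosen after the values were seen, it was also lower under DESeq2 on all genes (0.000851) and on genes detected in both groups (0.0013). *Loxl2*, *Pgf* and *Sema3e*, which Figure 1C prints under sprouting angiogenesis, were all lower.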

Other observations

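The test of neighbouring genes was chosen after the result was seen, and so were *Ccm2*, *Ajuba*, *Mmp14*, *Adamts4*, *Plat*, *Runx1* and *Krt19* as genes to name. In genes of KLF2, KLF4 and flow, 13 of 17 tested were higher in the libraries labelled VEC-positive, 1 was lower (*Ccm2*, which did not pass in 9 of 22 alternatives) and 3 did not pass, and the list was higher (adjusted p = 1.60e-05 from camera, adjusted p = 0.245 with an estimated correlation). *Klf4*, a transcription factor induced by laminar flow, rose from 129 ± 7.16 (SD, n = 3) to 924 ± 32 (SD, n = 3) normalized counts, and *Slco2a1*, a prostaglandin transporter, had a log2 fold change of 3.03. Of 17 genes of the response to TGF-beta and BMP, 13 were higher and 1 lower (adjusted p = 3.45e-05, adjusted p = 0.245 with an estimated correlation). *Acvrl1*, the receptor ALK1, had a log2 fold change of 3.04 and *Ltbp1* of 2.87, while *Id3* was at -1.48. Of 17 targets of YAP and TEAD, 10 were higher and 2 lower (adjusted p = 0.0146, but 0.534 with an estimated correlation and 0.168 with a mean of at least 50), with *Axl* at 2.63 and *Lats2* at 1.21, and with *Igfbp3* and *Ajuba* lower. Of 11 immediate early genes 8 were higher and 1, *Atf3*, was lower (adjusted p = 0.0182, but 0.534 with an estimated correlation, 0.311 with a mean of at least 50, 0.0625 with edgeR, 0.094 with DESeq2 and 0.0552 with DESeq2 on genes detected in both groups). Of 20 matrix proteases and inhibitors 10 were higher and 5 lower (adjusted p = 0.0366, but 0.644 with an estimated correlation, 0.266 with a mean of at least 50, 0.0625 with edgeR, 0.0524 without VEC-null 1 and 0.0626 without VEC-positive 3), with *Timp3* at 1.72, and with *Mmp14*, *Adamts4*, *Plat*, *Loxl2* and *Mmp2* lower. *Mmp2*, the gelatinase, fell from 534 ± 37.8 (SD, n = 3) to 10.3 ± 2.81 (SD, n = 3). Of 22 histone genes, whose copies can share reads, 12 were lower and 10 did not pass (15 lower and 2 higher when adjusted over the list alone), with adjusted p = 0.000236 from camera and 0.534 with an estimated correlation.

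Genes of the polycomb list went both ways: of 31, 10 were higher and 6 lower (adjusted p = 0.483). The list is not of subunits alone, as it also holds *Kdm6a* and *Kdm6b*. These 2 genes, singled out after their values were seen, did not pass (adjusted p = 0.811 and 0.142). *Ezh2*, the histone methyltransferase, fell from 999 ± 131 (SD, n = 3) to 541 ± 42.7 (SD, n = 3), *Eed* had a log2 fold change of 0.39 (adjusted p = 0.0456) but did not pass in 13 of 22 alternatives, and *Suz12* had one of -0.08 and did not pass, though it was lower at equal totals (-0.389, adjusted p = 0.00453). *Foxo1* had a log2 fold change of 0.59 (adjusted p = 0.0103) and did not pass at equal totals (adjusted p = 0.106). Lists that did not pass were Hox genes, with *Hoxa7* higher and *Hoxa5*, which did not pass in 8 of 22 alternatives, lower of 18 (adjusted p = 0.998), Notch pathway genes, with 5 of 17 higher and 4 lower (0.869), FoxO-induced genes, with 6 of 16 higher and 6 lower (0.998), targets of Wnt and β-catenin, with 3 of 9 higher and 2 lower (0.703), cell cycle inhibitors, with 7 of 16 higher and 5 lower (0.415), genes of endothelial-to-mesenchymal transition, with 4 of 11 higher and 2 lower (0.481), lymphatic, arterial and venous markers, with 4 of 10 higher and 4 lower (0.703), interferon response genes, with 3 of 22 higher and 4 lower (0.998), and genes of hypoxia and glycolysis, with 7 of 18 higher and 2 lower (0.111). Of markers of other cell types, 2 of 7 mural and fibroblast genes were higher and 1 lower (0.483), and 2 of 6 hematopoietic genes were higher (*Runx1* and *Itga2b*) and 1 lower (0.982), with *Kit* at a log2 fold change of -4.73. Too few members were tested for a test of pluripotency markers, where the 1 tested, *Klf4*, was higher and is also in the flow list, of epithelial and neural markers, with *Krt19* higher of 2, and of sex-linked genes, with *Ddx3y* higher of 4.

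Among genes with a mean of at least 50 in 1 group, 16 had at most 3 reads over the libraries labelled VEC-null. Another 15 had at most 3 over those labelled VEC-positive. Of the 15, 4 lie on X, and of the 16, 0 do. Of all tested genes 3.51% lie on X, and the difference was not tested. A hypothesis from these values is that neighbouring genes may share the loss. Within 1000000 bases of another such gene of the same direction lay 4 genes, *Col5a2* and *Col3a1* on chromosome 1 and *Mest* and *Cep41* on chromosome 6, against a mean of 0.69 in 10000 random sets of the same sizes (permutation p = 0.042). The test came after the pairs were seen and rests on 2 pairs.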
